# Maize cytolines as models to study the impact of different cytoplasms on gene expression under heat stress conditions

**DOI:** 10.1186/s12870-022-04023-8

**Published:** 2023-01-02

**Authors:** Ioana V. Ardelean, Loredana Bălăcescu, Oana Sicora, Ovidiu Bălăcescu, Lia Mladin, Voichița Haș, Mihai Miclăuș

**Keywords:** Heat-shock response, Gene expression profiling, Organelles, Retrograde signaling, *Zea mays*

## Abstract

**Background:**

Crops are under constant pressure due to global warming, which unfolds at a much faster pace than their ability to adapt through evolution. Agronomic traits are linked to cytoplasmic-nuclear genome interactions. It thus becomes important to understand the influence exerted by the organelles on gene expression under heat stress conditions and profit from the available genetic diversity. Maize (*Zea mays*) cytolines allow us to investigate how the gene expression changes under heat stress conditions in three different cytoplasmic environments, but each having the same nucleus. Analyzing retrograde signaling in such an experimental set-up has never been done before. Here, we quantified the response of three cytolines to heat stress as differentially expressed genes (DEGs), and studied gene expression patterns in the context of existing polymorphism in their organellar genomes.

**Results:**

Our study unveils a plethora of new genes and GO terms that are differentially expressed or enriched, respectively, in response to heat stress. We report 19,600 DEGs as responding to heat stress (out of 30,331 analyzed), which significantly enrich 164 GO biological processes, 30 GO molecular functions, and 83 GO cell components. Our approach allowed for the discovery of a significant number of DEGs and GO terms that are not common in the three cytolines and could therefore be linked to retrograde signaling. Filtering for DEGs with a fold regulation > 2 (absolute values) that are exclusive to just one of the cytolines, we find a total of 391 up- and down-DEGs. Similarly, there are 19 GO terms with a fold enrichment > 2 that are cytoline-specific. Using GBS data we report contrasting differences in the number of DEGs and GO terms in each cytoline, which correlate with the genetic distances between the mitochondrial genomes (but not chloroplast) and the original nuclei of the cytolines, respectively.

**Conclusions:**

The experimental design used here adds a new facet to the paradigm used to explain how gene expression changes in response to heat stress, capturing the influence exerted by different organelles upon one nucleus rather than investigating the response of several nuclei in their innate cytoplasmic environments.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-022-04023-8.

## Background

Global warming has a significant impact on crops, with strong reductions in yield being already predicted [1, 2]. The low natural variation of crops makes evolutionary adaptation highly unlikely, with climate change calculated to be 5000-fold faster than the grasses’ ability to change their niche [3]. On a global scale, it is predicted that a 1 °C increase in temperature will lead to a 7% loss in yield for maize (*Zea mays ssp. mays*) [4], one of the most important crops of the *Poaceae* family.

Domesticated about 9000 years ago [5], maize has been under constant human selection. Breeding programs nowadays are faced with an ever-shrinking gene pool [6] due to the use of elite inbred lines for the creation of hybrids, especially after World War II, while the others were discarded. As many inbred lines were left behind, deemed to be unimportant at that time, the maize crop was faced with a major bottleneck in allelic richness, making it vulnerable to global warming.

Agronomic traits and phenotypic variations are linked to cytoplasmic-nuclear genome interactions in a wide range of species, from grasses to mammals, yeast, or *Drosophila* [7–10]. Both mitochondria and chloroplasts play important roles in the plant response to heat stress [11, 12]. The organelles exert their influence on the nucleus through retrograde signals, first discovered decades ago both in the chloroplast [13] and in the mitochondrion [14], and receiving much attention ever since (comprehensively reviewed in [15–18]). Numerous genes influenced by retrograde signaling have already been identified. For example, Gläßer et al., 2014 [19] reported more than 4895 genes that responded to the plastid-to-nucleus signaling through mutation experiments, whereas Schwarzländer et al., 2012 [20] identified over 6500 genes that responded to different chemical treatments in impaired *Arabidopsis* mitochondria and are therefore likely part of retrograde signaling.

Here, we use a different approach in understanding the effect of retrograde signaling, through the use of cytolines under heat stress. As we have previously shown, cytolines are created by at least 10 crosses (Fig. 1, adapted from [21]). The starting inbred lines were chosen to represent three of the major maize genepools world-wide: Iowa Stiff Stalk Synthetic (inbred line TC243), European Flint (inbred line TC221), and Lancaster (inbred line T248). The inbred line TC243 was backcrossed 10 times (always as a pollen donor) to the inbred lines TC221 and T248, respectively. Considering the temperate-continental climate of Romania, which allows for just one maize generation a year, the backcrossing took 10 years to complete. Upon completion of the crossing scheme 99.95% of the acceptor lines/cytoplasm donors’ nuclear genetic material was replaced by that of the inbred line TC243. The resulting three cytolines (TC243, cytTC221, and cytT248) (or isonuclear lines) are inbred lines having the same nuclear DNA, but different cytoplasms, each having its distinct organellar set, exerting their influence on nuclear gene expression. Although leakage has been reported in plants, the mitochondria and chloroplast are not transmitted through pollen in maize [22–24]. Therefore, cytolines offer a unique experimental set-up to address the effect of the cytoplasm, with its constitutive organellar set, on gene expression. Nowadays’ technologies facilitate the study of how plants respond to heat stress from an *omics* perspective, with an atlas of gene expression responses having been developed for various tissues of maize [25], for example.

**Fig. 1:**
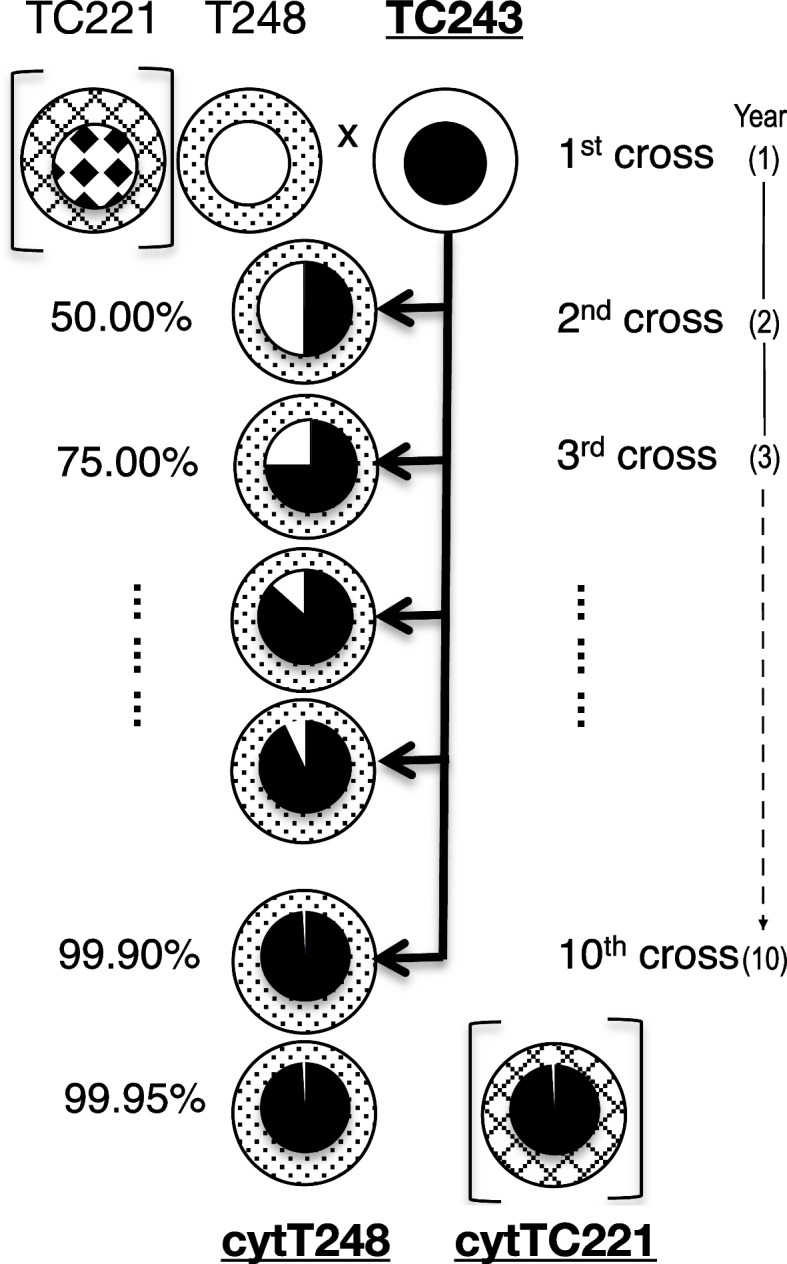
Crossing scheme used to create the three cytolines. TC243 inbred line was back-crossed 10 times, for the duration of 10 years, always as a pollen donor, with TC221 and T248. At the end of the 10^th^ cross, which correspond to the 10^th^ year of the crossing scheme, 99.95% of the acceptor lines/cytoplasm donors’ genetic material is replaced by that of the inbred line TC243. Neither mitochondria nor chloroplasts are transmitted through pollen, resulting in cytT248, cytTC221, and TC243, which share the same nucleus but a different organellar set

Complementary to testing the response to heat stress of a single nucleus hosted in a single cytoplasm (as in He et al., 2019 [25]), here, we use three maize cytolines to *(i)* probe how one nucleus performs under heat stress in different cytoplasmic environments (with their distinct organelles) and *(ii)* find a link between gene expression patterns, genetic variability of the organellar genomes and that of the cytolines’ original nuclei. We use a custom-made microarray chip to identify differentially expressed genes (DEGs) at 24 h of stress at 40 °C in 3 weeks old seedlings, and genotyping-by-sequencing (GBS) to genotype the organellar genomes, and the original nuclei that had been replaced in the two cytoplasm donors.

By corroborating gene expression data with the existing polymorphisms in nuclear and organellar genomes, and measurements of photosynthesis rates in the three cytolines, our results offer a unique perspective on the existing interplay between one nucleus and three different cytoplasms. GO enrichment analyses reveal the biological processes, molecular functions, and cellular components that are common, and those that are cytoplasm-specific. Our results contribute molecular data to the paradigm used to explain the anterograde-retrograde cross-talk in a novel experimental set-up that emphasizes the response of one nucleus in the presence of different organelles, and heat stress.

## Results

### One nucleus – three cytoplasms under heat stress

#### Overview of differentially expressed genes (DEGs)

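Gene expression was measured on 24 one-colour Agilent arrays, 1 per sample, in 3 maize cytolines, that is, lines with the same nucleus in different cytoplasms. TC243 is the nucleus donor, and cytTC221 and cytT248 carry the TC243 nucleus in the cytoplasm of TC221 and of T248. Each cytoline was sampled without stress (control) and after 24 h at 40 °C (heat), with 4 replicates in each of the 6 groups, and the 24 arrays lay on 6 slides of 4 arrays each. The authors deposited the scanner output of each array, in which every spot has a median intensity and a median intensity of its local background on a linear scale, before any normalization between arrays. An array holds 176026 spots of maize probes, which are 133671 different probes, 42355 of them spotted in duplicate, for 107027 gene IDs of an older maize annotation than the one used for the gene IDs in the paper. Between 36.9% and 43.1% of the spots were well above background on an array. The median share per group was 41.0% in TC243 control, 41.0% in TC243 heat, 41.8% in cytTC221 control, 39.1% in cytTC221 heat, 40.6% in cytT248 control and 39.3% in cytT248 heat. The median ratio of signal to background was lower in the heat group than in the control group of every cytoline, with 8.57 against 10.5 in TC243, 9.27 against 11.9 in cytTC221 and 7.59 against 11.7 in cytT248. From the deposited intensities, the median signal was corrected for background (normexp, offset 50), put on the log2 scale and set relative to the 75th percentile of each array, taken over the 46955 spots well above background on all 24 arrays. Probes well above background on all arrays of at least 1 group were kept (64522 probes), and the kept probes of a gene ID were averaged, which gave 48263 genes. The replicates of a group had a median SD per gene of 0.12, 0.15, 0.11, 0.15, 0.13 and 0.11 on the log2 scale, in the order of the groups above. The first principal component, with 86.7% of the variance, separated all heat arrays from all control arrays, and the second held 5.13%. Genes were tested with limma (lmFit and eBayes) in one fit of all 6 groups, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.01, the threshold of the paper's methods. By this rule, 44157 of the 48263 genes (91.5%) changed in at least 1 cytoline. With only the probes well above background on all arrays kept, the number was 25919. The number of arrays, 4 per group, limits the precision of every value.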

We measured the gene expression response to heat stress in three cytolines (cytT248, cytTC221, and TC243) (Fig. 1) and identified 19,600 DEGs. 

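In TC243, 22856 genes were up-regulated and 14554 down-regulated after heat (limma, adjusted p below 0.01). In cytTC221, 19580 were up-regulated and 15583 down-regulated, and in cytT248 26453 were up-regulated and 12593 down-regulated. Up-regulated genes were thus 61.1%, 55.7% and 67.7% of the genes called in TC243, cytTC221 and cytT248. This split depends on how the arrays are scaled. With quantile normalization it was 52.3%, 48.3% and 52.3%, and with the 75th percentile taken over all spots, an alternative added after the data were examined, 52.3%, 51.9% and 54.2%. The median of all genes moved with heat by 0.27 in TC243, 0.12 in cytTC221 and 0.48 in cytT248 on the log2 scale in the main scaling. Under quantile normalization the median moved by 0.06, -0.02 and 0.08. The dimmest 20% of the genes moved by 0.52, 0.28 and 0.81 in the main scaling and the brightest 20% by 0.03, -0.01 and 0.05. With no filter on dim probes, 84270 genes were up-regulated in cytT248, more than the 48263 genes with a kept probe. Genes without a probe well above background throughout any group were thus called up-regulated too.

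**Figure D1:**
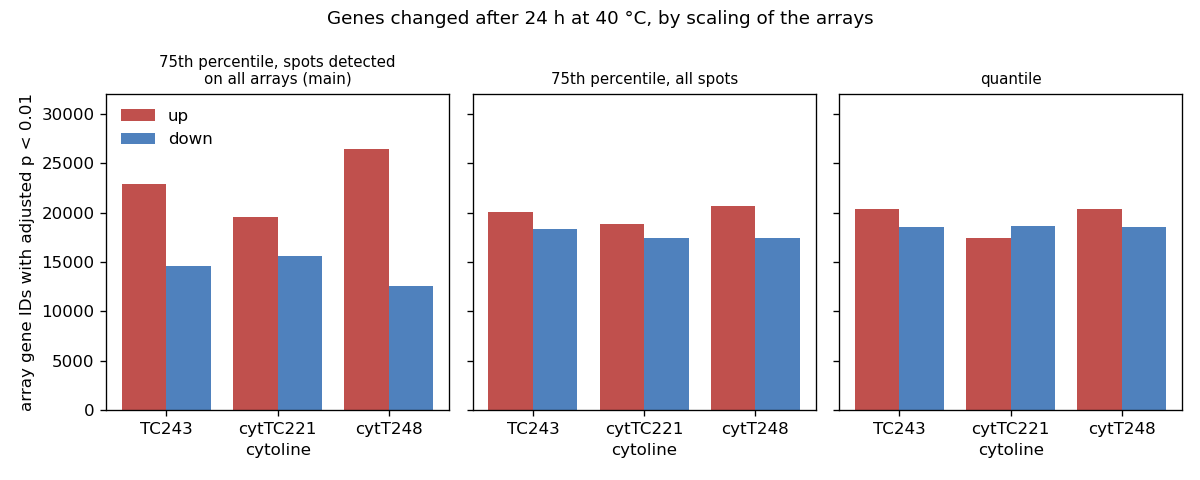
Number of genes called up- or down-regulated after heat in each cytoline (vertical axis, genes with adjusted p below 0.01; bars for up and down side by side) with the main scaling, quantile normalization and the 75th percentile over all spots. In cytT248 the main scaling has 26453 genes up and 12593 down.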

In general, there is a downregulation of genes in response to heat stress, with ~ 6000 up- and ~ 10,000 down-regulated genes per cytoline. The common response of the three cytolines includes 4973 upregulated and 7903 downregulated genes, with heat shock protein (HSP) genes being the most upregulated (Fig. 2a and Additional file 1). 

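The up-regulated lists of the 3 cytolines shared 17594 genes and the down-regulated lists 11079. With quantile normalization the shared lists held 14455 and 15199 genes. Of the shared up-regulated genes, 5812 had a probe that was not well above background on any control array of at least 1 cytoline, so that their fold regulation is a lower bound, and 2577 of the shared down-regulated genes had such a probe on the heat arrays. Another 1683 genes were up-regulated in one cytoline and down-regulated in another. Different probes of a gene can also disagree. Kept probes of the same gene were significant in opposite directions for 1322 genes in TC243, 1296 in cytTC221 and 1478 in cytT248.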

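Fold regulation is the linear ratio of heat to control, with a minus sign for a decrease, and is over a given value here only where it is so in all 3 cytolines. Of the 17594 genes up-regulated in all 3 cytolines, 7766 had an FR over 2. Where a probe was not well above background on the control arrays and only a lower bound could be given, the bound was used in its place, which left 7695 genes. An FR over 10 was found for 977 genes, over 20 for 357, over 50 for 64 and over 100 for 22. With lower bounds the counts were 976, 355, 64 and 22. The bound rests on the higher of the probe's own signal and the lowest signal well above background on the array. Where the probe's own signal is the higher, the bound equals the fitted fold. The similar counts are therefore no test of the background limit. The count over 2 moved most when the genes were restricted to those with a RefSeq entry, an alternative added after the data were examined, which left 2586. The counts of high folds depend on the signal used. With the processed signal of the scanner software, 2780 genes had an FR over 10, 1284 over 20, 381 over 50 and 127 over 100.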

Of the 4973 common up-DEGs, 2759 have an FR (fold regulation) > 2 (i.e., more than half of total). There are 17 genes with an FR > 100 in all three cytolines, of which eight are HSPs, and one is a heat shock factor (HSF). Further, 38 have an FR > 50, 146 have an FR > 20, and 413 have an FR > 10.

**Fig. 2:**
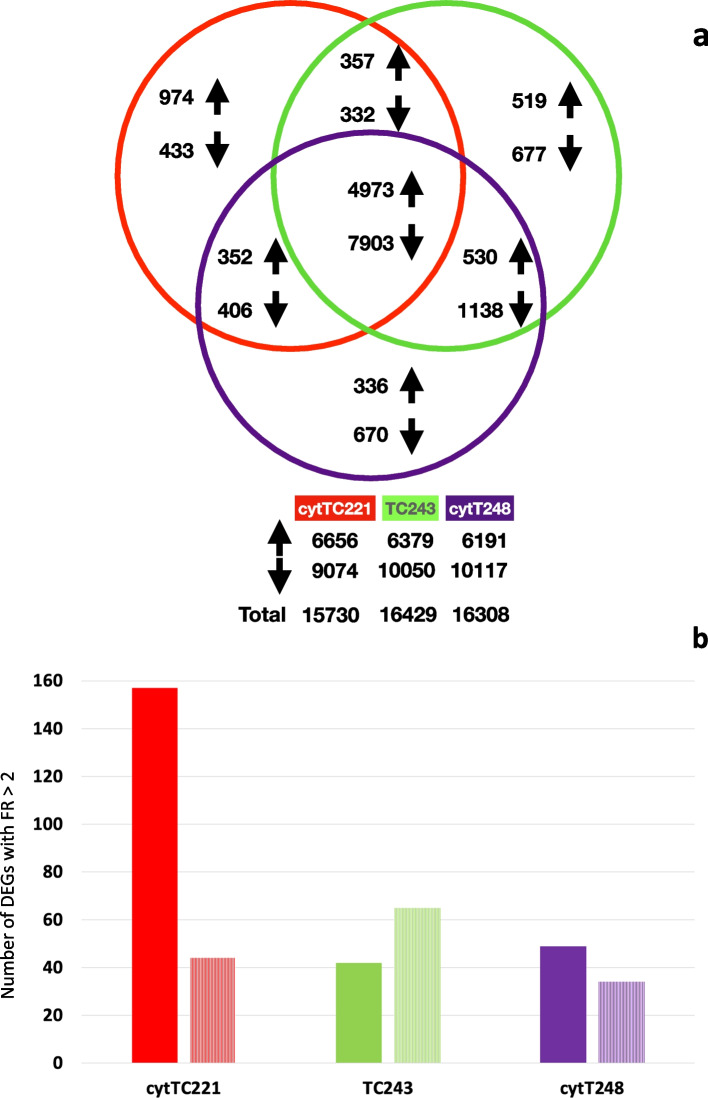
Differentially expressed genes in the three cytolines. *a)* Venn diagram of the up/down-regulated genes in the three cytolines in response to heat stress, symbolized with up/down arrows. *b)* Cytoline-specific up- (solid fill) and down-regulated (pattern fill) genes with a fold regulation > 2 in the three cytolines

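Among the 11079 genes down-regulated in all 3 cytolines, 5672 had an absolute FR over 2, 406 over 10, 123 over 20, 19 over 50 and 3 over 100. With lower bounds for the probes that were not well above background on the heat arrays, the counts were 5640, 405, 123, 19 and 3. These bounds are no test of the background limit either. With the processed signal of the scanner software, 10573 genes had an absolute FR over 2, 1756 over 10, 698 over 20, 204 over 50 and 64 over 100.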

There are 3312 down-DEGs with an absolute FR value > 2 common in the three cytolines, which accounts for less than half of the reported 7903; only three have an FR > 100 in all three cytolines, 16 with an FR > 50, 91 with an FR > 20, and 280 with an FR > 10 (all FR values are absolute).

#### Cytoline-specific DEGs

As the same nucleus now resides in three different cytoplasms, one would expect the three nucleus-organellar set combinations to influence gene expression accordingly. These influences would reflect in cytoline-specific responses. Of the 19,600 DEGs in our experiment, cytTC221 has the most inbred line-specific (i.e., 974 up- and 433 down-DEGs) (Fig. 2a). 

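Genes past the threshold in 1 of the up- or down-regulated lists of the 3 cytolines only were counted separately for each direction, so that a gene up-regulated in one cytoline and down-regulated in another is counted in both. Up-regulated in cytTC221 only were 753 genes, in TC243 only 612 and in cytT248 only 3416. Down-regulated in cytTC221 only were 2495 genes, in TC243 only 1130 and in cytT248 only 328. The order of the cytolines depends on the scaling of the arrays. With quantile normalization, 1511 genes were up-regulated in cytTC221 only, 1412 in TC243 only and 1096 in cytT248 only, and 2078, 1000 and 822 genes were down-regulated in only that cytoline. With the 75th percentile over all spots, 1658, 891 and 1305 genes were up-regulated only in cytTC221, TC243 and cytT248, and 1811, 1416 and 912 were down-regulated. The number of genes down-regulated in cytTC221 only was thus the highest of the 3 cytolines under each of these scalings. With arrays centred on the median gene, also added after the data were examined, TC243 had more (1879 against 1567 in cytTC221).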

The 974 up-DEGs in cytTC221 significantly contrast with the only 519 up-DEGs specific to TC243, and 336 in cytT248, respectively. Also, there is an inverse response in terms of directionality, cytTC221 having more up- than down-DEGs, unlike TC243 and cytT248 where the majority are down-regulated.

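Within the genes found in the list of a single cytoline, down-regulated genes outnumbered up-regulated ones in cytTC221 (2495 against 753) and in TC243 (1130 against 612), and the reverse held in cytT248 (328 against 3416). With quantile normalization cytTC221 also had more down-regulated genes, while TC243 and cytT248 had more up-regulated than down-regulated ones.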

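The lists of a single cytoline held 970 entries with an absolute FR over 2 in that cytoline. In a simulation in which all 3 cytolines shared one heat response and differed only by the spread between replicates, 126 ± 7.38 entries (SD, 20 simulations) met the same criteria.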

Filtering only for cytoline-specific DEGs with an FR > 2 (absolute values) we find a total of 391 up- and down-DEGs. Of these, 204 do not have a functional annotation. The characteristic response of cytTC221 is emphasized by number of DEGs with an FR > 2, this cytoline maintaining almost three times as many up-DEGs compared to either of the other two lines (Fig. 2b). However, the up−/down-DEGs ratio is inversed in case of cytT248 (compared to that from Fig. 2a, where all DEGs are considered), conferring a distinct pattern to the two cytoplasm donor lines compared to TC243, the nucleus donor.

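With an absolute FR over 2, 76 genes were up-regulated in cytTC221 only, 49 in TC243 only and 305 in cytT248 only. Down-regulated with an absolute FR over 2 were 424 genes in cytTC221 only, 98 in TC243 only and 18 in cytT248 only. The order of the up-regulated lists depends on the scaling of the arrays. For cytTC221, TC243 and cytT248 they held 108, 87 and 149 genes with quantile normalization and, with alternatives added after the data were examined, 131, 61 and 106 with the 75th percentile over all spots and 162, 55 and 95 with arrays centred on the median gene.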

#### Grouping cytoline-specific DEGs into GO terms

We further grouped the cytoline-specific DEGs (i.e., those responding to heat in one of the cytolines, but not in the other two) with an FR > 2 into biological processes, molecular functions, and cell components GO terms (Additional file 2): *(i)* Cytoline-specific DEGs mostly group within GO biological processes associated to transcription, translation, phosphorylation, and protein degradation. *(ii)* Enzymatic functions are the most abundant GO molecular function terms, with 165 records out of the 269. Transferase activity is the molecular function ranking first in terms of number of cytoline specific DEGs grouped within, followed by hydrolase, oxidoreductase and kinases activities. Equally important are the molecular functions associated to binding (mostly nucleic acid or ion binding), present in 76 out of the 269 GO terms described. *(iii)* The cytoline-specific DEGs’ proteins do not localize in a particular GO cell component, being targeted to different cell compartments, mostly to the nucleus, seconded by the membrane.

#### Expression levels of regulatory gene families

Among the gene families that are known to be activated by heat stress signals [26–29] we identified 89 bZIP-, 19 heat stress-, and 77 WRKY-transcription factors as DEGs (Additional file 3). 

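Members of these families were found on the array by name, because the paper lists the genes by the IDs of a newer annotation. A match was kept only where the fold regulation of a probe of the gene, calculated from the deposited processed values, lay within 5% of the paper's value, so that the fold regulation of a matched gene is no independent check of the paper's. By this rule, 22 of the 89 bZIP, 1 of the 19 heat stress, 15 of the 77 WRKY transcription factors and 5 of the 56 heat shock proteins that Additional file 3 lists were matched, and the other members were not analysed here. Of the 22 bZIP genes, 10 were up-regulated in all 3 cytolines, 7 were down-regulated in all 3 and 5 behaved otherwise. Of the 15 WRKY genes, 3 were up-regulated and 6 down-regulated in all 3 cytolines, and 6 behaved otherwise. The heat stress transcription factor and the 5 heat shock proteins were up-regulated in all 3 cytolines. These counts depend on the scaling. With quantile normalization and with the deposited processed values, 10 bZIP genes were up-regulated and 12 down-regulated in all 3 cytolines. For the WRKY genes these counts were 3 and 8. With the deposited processed values, 4 heat shock proteins were up-regulated in all 3.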

The majority of these family members are common to the three cytolines and include the *bZIP-transcription factor 71* (fold regulation (FR) > 50), *HSF-transcription factor 7* (FR > 125), and *WRKY-transcription factor 78* (FR > 17). 

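The bZIP-transcription factor 50 gene was matched to the array gene GRMZM2G336766 and the WRKY-transcription factor 111 gene to GRMZM2G013391, in both cases by name and by the paper's fold regulation. The probe of GRMZM2G336766 was not well above background on any heat array. In the main scaling, its expression was therefore at least 16.2-fold lower after heat in TC243, at least 15.5-fold lower in cytTC221 and at least 17.0-fold lower in cytT248. These bounds depend on the background correction and the scaling, and with the deposited processed values the FR of the probe of GRMZM2G336766 was -15.0, -14.5 and -19.1. The level of a group without a signal well above background was taken as the mean, over its arrays, of the higher of the lowest signal well above background and the probe's own signal. The decrease of GRMZM2G336766 had adjusted p = 1.17e-18, 1.94e-18 and 8.00e-19 (limma, Benjamini-Hochberg adjustment). Whether it differed between the cytolines cannot be measured below background. GRMZM2G013391 was measured well above background on all 24 arrays. Its log2 value fell from 0.83 ± 0.03 to -3.52 ± 0.16 in TC243, from 1.68 ± 0.10 to -3.25 ± 0.12 in cytTC221 and from 1.33 ± 0.05 to -3.36 ± 0.14 in cytT248 (SD, n = 4), which is an FR of -20.4, -30.5 and -25.7. The decrease was larger in cytTC221 than in TC243 by 0.58 on the log2 scale (log2 difference -0.58, SE 0.12, limma adjusted p = 2.92e-04 for GRMZM2G013391). This difference was past the threshold with quantile normalization as well, but not with the processed signal of the scanner software. The GRMZM2G013391 control groups also differed, with cytTC221 above TC243 by 0.85 (adjusted p = 4.01e-08, limma) and cytT248 above TC243 by 0.49 (adjusted p = 1.38e-04).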

Severely down-regulated members of these families include the *bZIP-transcription factor 50* (FR < − 14), *HSF-transcription factor 28* (FR < − 6), and *WRKY-transcription factor 111* (FR < − 20). Among the heat shock proteins (HSP) controlled by these transcription factors, we identified 56, including *heat shock protein26*, with an FR > 500 in all three samples, being the most upregulated gene within the DEGs (Additional file 3). 

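Heat shock protein26 was matched by name and fold regulation to GRMZM2G149647. Its probe was well above background on all heat arrays and on no control array, so that only a lower bound of its increase can be given. In the main scaling, GRMZM2G149647 was at least 1018-fold higher after heat in TC243, at least 710.2-fold in cytTC221 and at least 1168-fold in cytT248. These bounds equal the fitted folds of the probe and hold for this background correction and scaling only, since the FR of the probe was 743.1, 517.8 and 664.6 with the deposited processed values. The increase of GRMZM2G149647 had adjusted p = 7.51e-24, 2.06e-23 and 5.54e-24 (limma). Bounds have no order, so that the cytolines were not compared for this gene.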

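Whether the heat response of a gene differed between the cytolines was tested directly by the interaction of cytoline and heat (limma's F-test, adjusted p below 0.01). Of the matched members, 8 of 22 bZIP, 8 of 15 WRKY, 3 of 5 HSP and 0 of 1 HSF genes differed between cytolines. Adjusted over the list alone, the counts were again 8, 8, 3 and 0. The study chose these lists on the same samples, so that the counts over the list alone are not independent evidence. The median range of the log2 responses among the 3 cytolines was 0.52 in the bZIP genes, 0.58 in the WRKY genes and 0.80 in the HSP genes, and the HSF gene had a range of 0.26. A probe of 9 of the bZIP, 2 of the WRKY, 4 of the HSP and 1 of the HSF genes was not well above background on any array of at least 1 group, so that the responses of these genes are in part limited by background. Of the genes that differed, 3 bZIP, 1 WRKY and 2 HSP genes are among them.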

The common DEGs in all of the four gene families (bZIP, HSF, WRKY, HSP) show significant differences in the magnitude of their FR per cytolines, as seen on the heatmaps of the up-DEGs members, with an FR > 2 (Fig. 3).

**Fig. 3:**
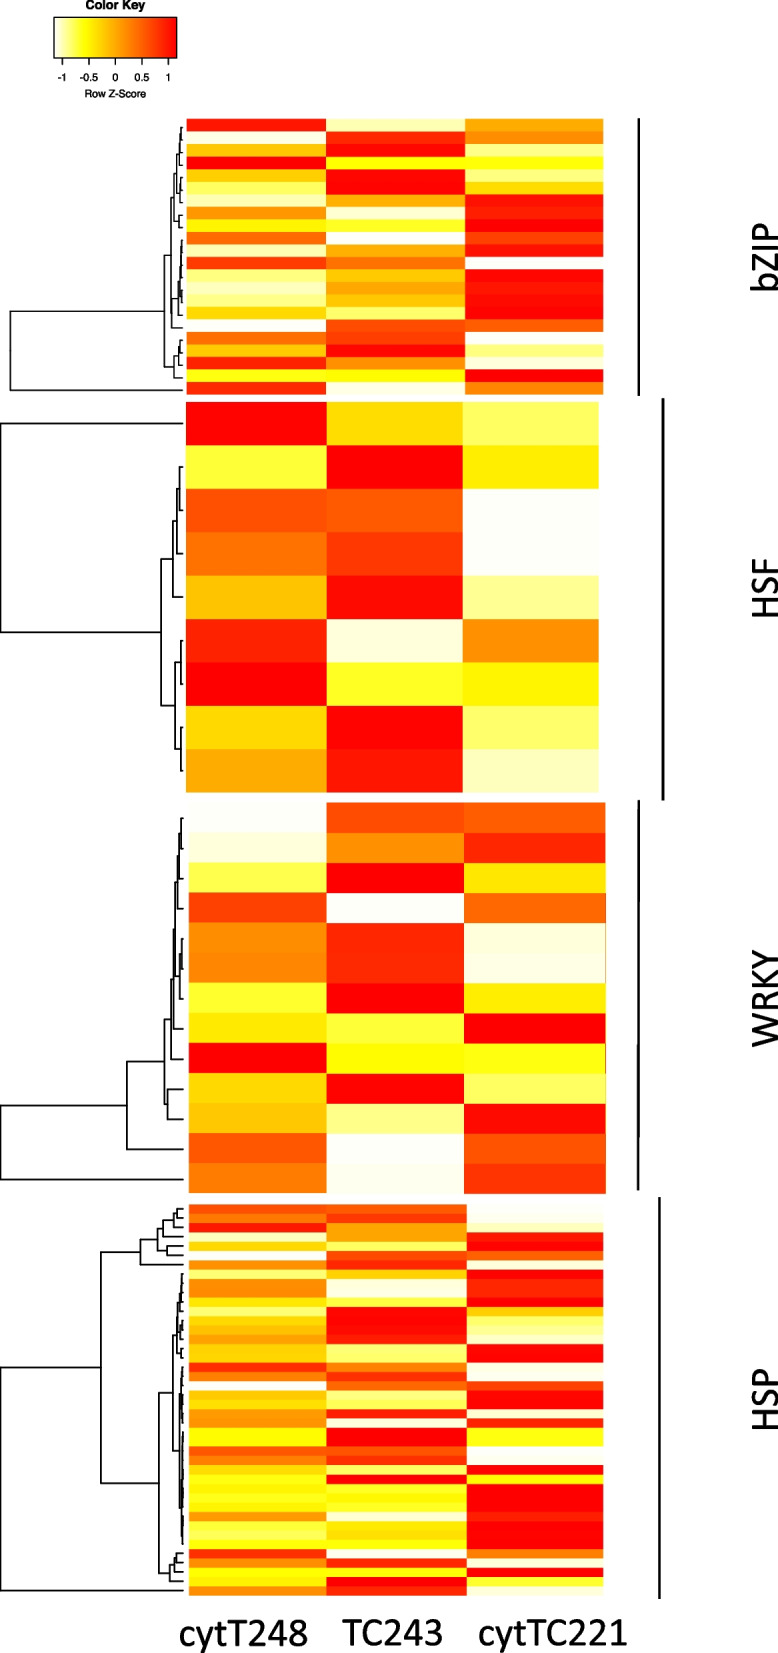
Different expression patterns for the members of the bZIP, HSF, WRKY, and HSP gene families, plotted as heatmaps of the row Z-score. For clarity, only DEGs with and FR > 2 are plotted

### GO terms enrichment analyses

To understand the three cytolines’ overall response to heat stress, we performed GO enrichment analyses for *(i) Biological processes*, *(ii) Molecular functions,* and *(iii) Cell components* using all the up- and down-DEGs in each of the three cytolines as input and applying a false discovery rate (FDR) threshold of < 0.05.

#### Enrichment in up-DEGs

*(i) Biological processes.* There are 164 GO biological processes enriched with various fold enrichment (FE) values in all three cytolines (Additional file 4). We chose an FE > 2 threshold to underline the most responsive biological processes to heat stress, and identified 11 biological processes commonly enriched in the three cytolines (Table 1). Nevertheless, this value is arbitrary, as all the 164 GO terms have an FDR < 0.05 in all the three cytolines.

**Table 1:** GO terms enriched with an FE > 2, using up-DEGs as input

GO	cytTC221	cytT248	TC243
**Biological process**			
protein complex oligomerization (GO:0051259)	✓	✓	✓
chaperone cofactor-dependent protein refolding (GO:0051085)	✓	✓	✓
de novo’ posttranslational protein folding (GO:0051084)	✓	✓	✓
protein refolding (GO:0042026)	✓	✓	✓
de novo’ protein folding (GO:0006458)	✓	✓	✓
protein folding (GO:0006457)	✓	✓	✓
response to heat (GO:0009408)	✓	✓	✓
response to salt stress (GO:0009651)	✓	✓	✓
protein localization to endoplasmic reticulum (GO:0070972)	✓	✓	✓
chaperone-mediated protein folding (GO:0061077)	✓	✓	✓
response to osmotic stress (GO:0006970)	✓	✓	✓
protein import into mitochondrial matrix (GO:0030150)	✓		
protein targeting to mitochondrion (GO:0006626)	✓		
protein localization to mitochondrion (GO:0070585)	✓		
establishment of protein localization to mitochondrion (GO:0072655)	✓		
response to organonitrogen compound (GO:0010243)	✓		
cytoplasmic translation (GO:0002181)	✓		
tRNA aminoacylation (GO:0043039)	✓		
amino acid activation (GO:0043038)	✓		
translational elongation (GO:0006414)	✓		
mitochondrial transport (GO:0006839)	✓		
maintenance of protein localization in organelle (GO:0072595)		✓	
cellular response to topologically incorrect protein (GO:0035967)			✓
response to topologically incorrect protein (GO:0035966)			✓
intracellular protein transmembrane transport (GO:0065002)			✓
arginine metabolic process (GO:0006525)		✓	✓
proteasomal ubiquitin-independent protein catabolic process (GO:0010499)	✓		✓
ubiquitin-dependent ERAD pathway (GO:0030433)	✓		✓
ERAD pathway (GO:0036503)	✓		✓
protein transmembrane transport (GO:0071806)	✓		✓
maintenance of protein localization in endoplasmic reticulum (GO:0035437)	✓	✓	
**Molecular function**			
unfolded protein binding (GO:0051082)	✓	✓	✓
Protein self-association (GO:0043621)		✓	
chaperone binding (GO:0051087)	✓	✓	
**Cellular component**			
proteasome complex (GO:0000502)	✓	✓	✓
endopeptidase complex (GO:1905369)	✓	✓	✓
Sm-like protein family complex (GO:0120114)	✓	✓	✓
spliceosomal snRNP complex (GO:0097525)	✓	✓	✓
small nuclear ribonucleoprotein complex (GO:0030532)	✓	✓	✓
U2 snRNP (GO:0005686)	✓		
organellar ribosome (GO:0000313)	✓		
transcription elongation factor complex (GO:0008023)		✓	
catalytic step 2 spliceosome (GO:0071013)			✓
proton-transporting two-sector ATPase complex (GO:0016469)	✓	✓	
proteasome core complex (GO:0005839)	✓		✓

This is a subset of the most enriched GO terms in up-DEGs in the three cytolines, highlighting the common ones in the top tiers of each of the three GO term categories (biologocal process, molecular function, and cellular component). A tick marks the respective GO term as enriched with and FE > 2 in the corresponding cytoline.

To identify biological processes that were likely under retrograde signaling control, we searched for GO terms enriched with FE > 2 in only one of the three cytolines, reporting 10 in cytTC221, one in cytT248, and three in TC243. Equally important are the biological processes enriched with an FE ~ 2 or above in two of the cytolines, but not in the third one, as this indicates they are also part of retrograde signaling (Additional file 4). Thusly, we identified a total of six GO biological process as missing from: cytTC221 (one), cytT248 (four), and TC243 (one) (Table 1).

*(ii) Molecular functions.* There are 30 GO molecular functions enriched with various FE values in all three cytolines (Additional file 4), of which one is commonly enriched with and FE > 2 in the three cytolines, whereas two are enriched either in just one or two cytolines (Table 1).

*(iii) Cell components.* There are 83 GO cell components enriched with various FE values in all three cytolines (Additional file 4). Applying the same FE > 2 filter, we report five cell components as common for the three cytolines, two exclusively found in cytTC221, and one exclusive to either cytT248 or TC243. In addition, one GO cell component is enriched only in the two cytoplasm donor lines, and a second only in cytTC221 and TC243 (Table 1).

#### Enrichment in down-DEGs

We also investigated the enrichment of GO terms using as input the down-DEGs in each of the three cytolines. Unlike the enrichment in up-DEGs, there was no GO term with and FE > 2 for any of the three categories considered (i.e., biological processes, molecular functions, and cell components). However, we report 34 enriched GO terms, most of which are involved in phosphorus metabolism (four biological processes and four molecular functions) or that are part of the chloroplast (nine GO cellular components) (Additional file 4).

Overall, when using all the up- and down-DEGs in the three cytolines, *GO biological processes* were the most statistically enriched terms, seconded by *GO cell components* and *GO molecular function*, all with FDR values < 0.05 (Fig. 4 and Additional file 4).

**Fig. 4:**
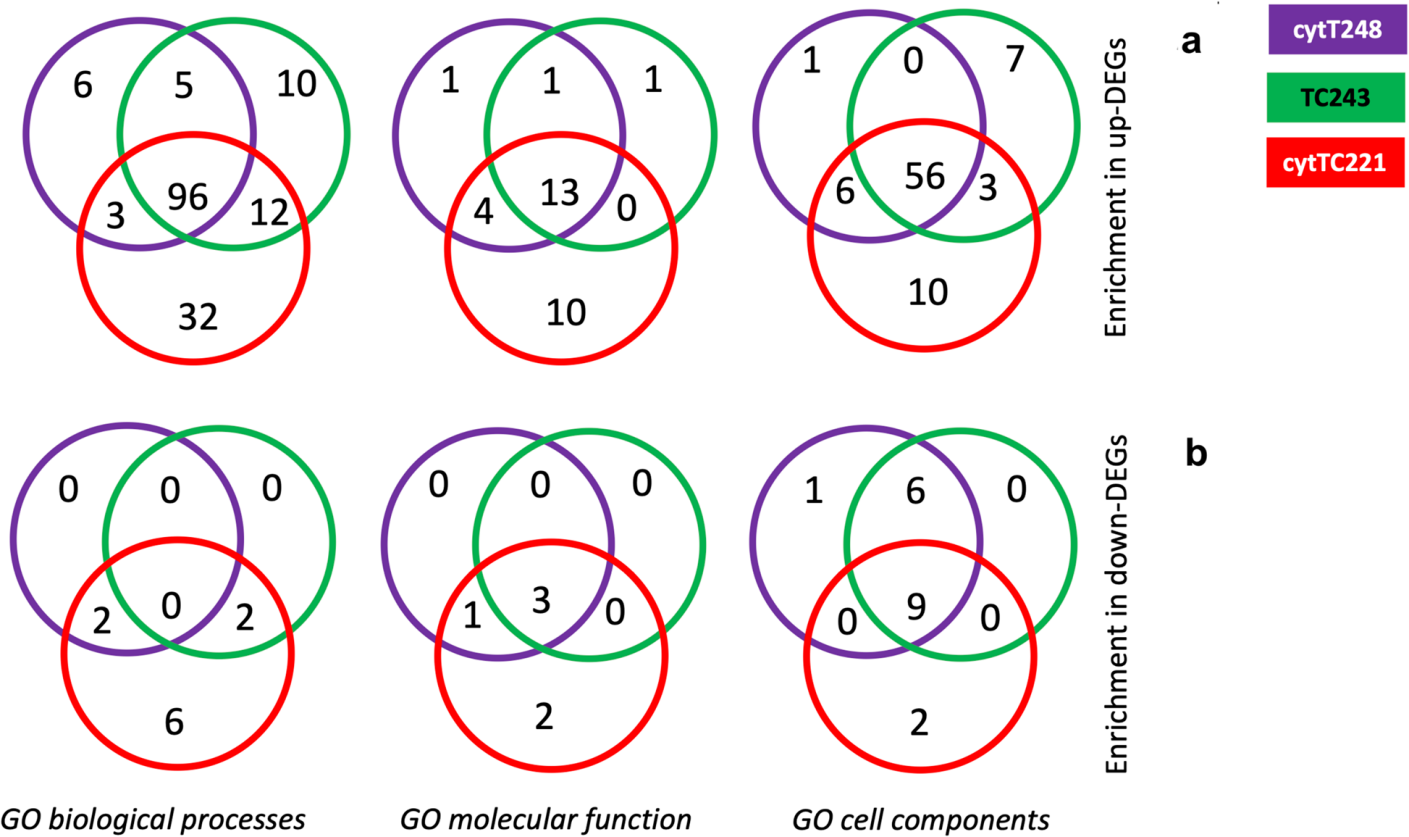
Venn diagrams with counts of enriched GO terms. The number of enriched GO terms in the three cytolines is shown using either their complete set of *(a)* up-, or *(b)* down-regulated genes as input

#### The distinct response of cytTC221

When up-DEGs are used as input, cytTC221 stands out with its 32 *GO biological process*, 10 *GO molecular function*, and 10 *GO cell component* terms that are cytoline-specific (Fig. 4a). Although no GO terms are enriched with an FE > 2 when down-DEGs are used as input, cytTC221 has a similar distinct pattern, having 6 *GO biological processes*, 2 *GO molecular function*, and 2 *GO cell component* terms that are cytoline specific, whereas the other two lines have none (Fig. 4b).

### Genotyping the original nuclear and organellar genomes of the three cytolines

To explain the differences in gene expression found between the three cytolines and the distinct gene expression pattern of cytTC221, we analyzed the variation in the original nuclei of the cytolines and their organellar genomes (which are the same in the inbred lines and in the cytolines, as they are inherited maternally). TC243 (nucleus donor for the present study) and the two cytoplasm donor lines (TC221 and T248) were genotyped in a different study within a group of 2236 inbred lines (unpublished data), TC221 being the most diverged among all (Fig. 5a). On average, more than 390,000 unique reads (> 100 bp) were generated per inbred line, and a mean of ~ 269,000. The organellar genomes of the 2236 inbred lines were also genotyped with 23 chloroplast markers and 80 mitochondrial markers (Fig. 5b,c). In general, there is little variation in the chloroplast genomes of the 2236 inbred lines, the three inbred lines having an identical genetic background at the studied loci. Conversely, the mitochondrial markers differentiate the three inbred lines, the mitochondria of TC221 being the most divergent on the PC1 axis, but not to the extreme shown by its original nucleus.

**Fig. 5:**
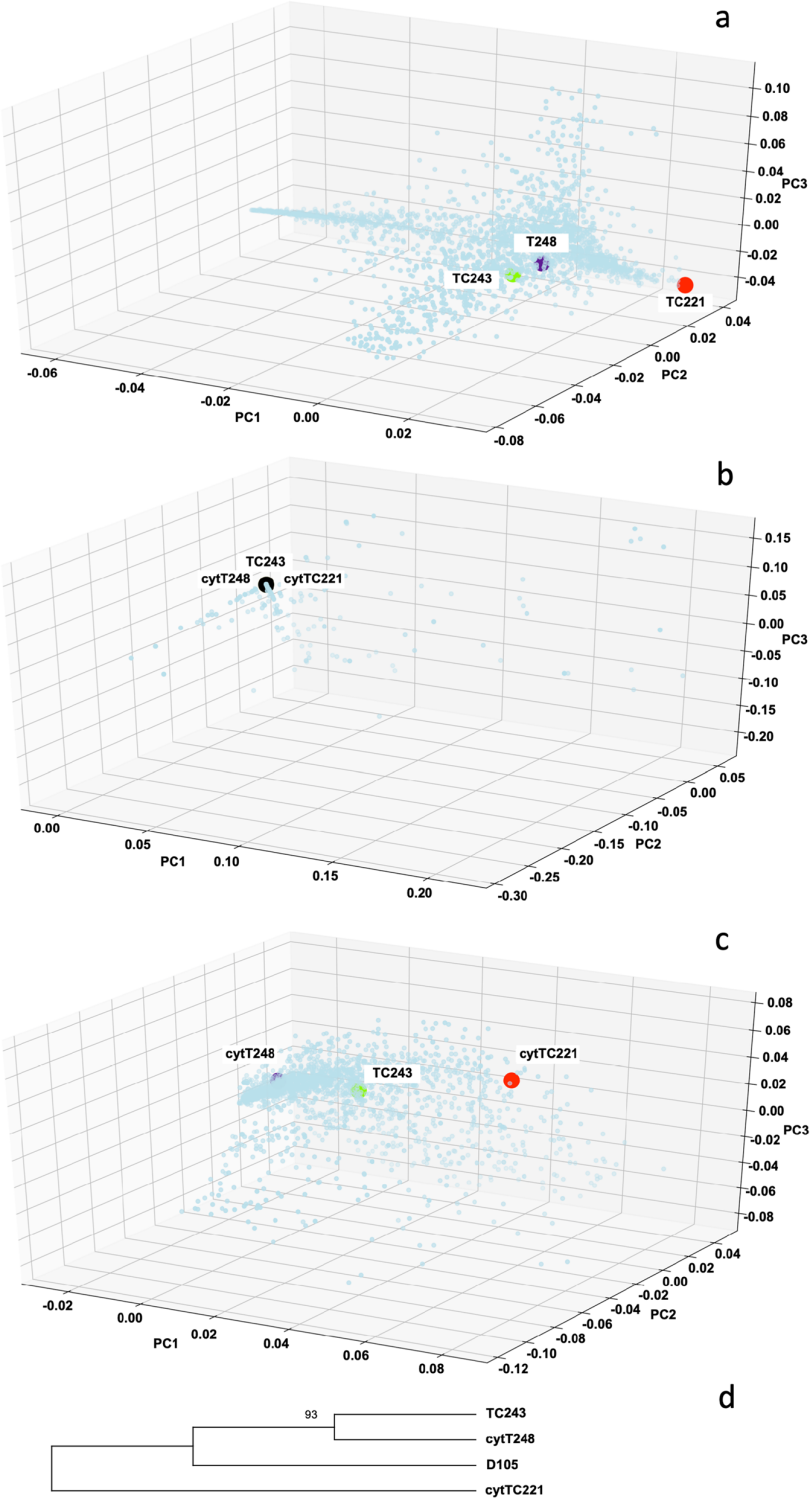
Principal component analysis of the genetic variation in the nuclear *(a)*, chloroplast *(b)*, and mitochondrial *(c)* genomes of 2236 maize inbred lines. *(d)* Divergence of the cytoline mitochondrial genomes calculated using deep-sequencing data is presented as a Maximum Likelihood tree, using inbred line D105 as outgroup

To confirm the genotyping data of the organellar genomes, generated by skim sequencing, we deep sequenced the mitochondrion and chloroplast of the three cytolines generating more than 500,000 unique reads (> 100 bp) per cytoline and included an outgroup inbred line, D105. We were thus able to identify 527 mitochondrial and 48 chloroplast markers, respectively, for which we had sequencing data in all four samples. Similar to the results obtained with skim sequence data, we observed no variation of the plastid markers in the three cytolines, whereas the mitochondrial genome of cytTC221 diverged from the other two cytolines (Fig. 5d). To further investigate this divergence, we intersected the SNP positions of the 527 markers with the GFF gene description file available for the maize mitochondria [30] and concluded that most of the mitochondrial SNPs are located in intergenic regions or hypothetical proteins, only 133 markers being within genes (Additional file 5). As all of the 133 intragenic markers are identical among the cytolines, the cytTC221 divergence is explained by the remaining intergenic markers or those that are part of genes coding for hypothetical proteins.

### Different patterns of expression for the Pentatricopeptide repeat proteins (PPR)

Despite all intragenic SNPs being identical among the cytolines, the 3D structure of the organellar-encoded proteins may significantly vary *in vivo* due to the gene editing activity of the PPR family of genes. We therefore investigated the gene expression response of 495 PPR genes in our cytolines under heat stress, being particularly interested in the PPR-PLS subfamily and its subgroups, E1, E2, E+, and DYW, as these are known to include most of the editing PPR proteins (reviewed in [31]). We identified 128 PPR-PLS as differentially expressed in at least one of the three cytolines (Additional file 6). The common response is composed of 29 up- and 36 down-DEGs. There is a stark difference between TC243, cytT248, and cytTC221 in the number of cytoline-specific PPRs that are up/down-regulated, the last cytoline standing out with its 13 line-specific up-DEG-PPRs, compared to only one, and two, respectively; a pattern that is reversed for the down-DEG-PPRs, where cytTC221 has the least number of differentially expressed PPR genes.

### The impact of heat stress on photosynthesis

The photosynthesis rate was measured in all three cytolines during normal watering and for 72 h after the last watering (Fig. 6a). Heat stress alone did not induce a significant change in photosynthesis efficiency, cytTC221 having a slightly increased rate compared to the other two cytolines, quantum yield (Qy) values being ~ 0.8. However, prolonged heat stress corroborated with hydric stress, severely affected all three cytolines. At 72 h after the last watering and at 192 h after heat stress had started, TC243 had a mean Qy value of approx. 0.5, whereas photosynthesis in the cytoplasm donor lines dropped to a mean of < 0.3.

**Fig. 6:**
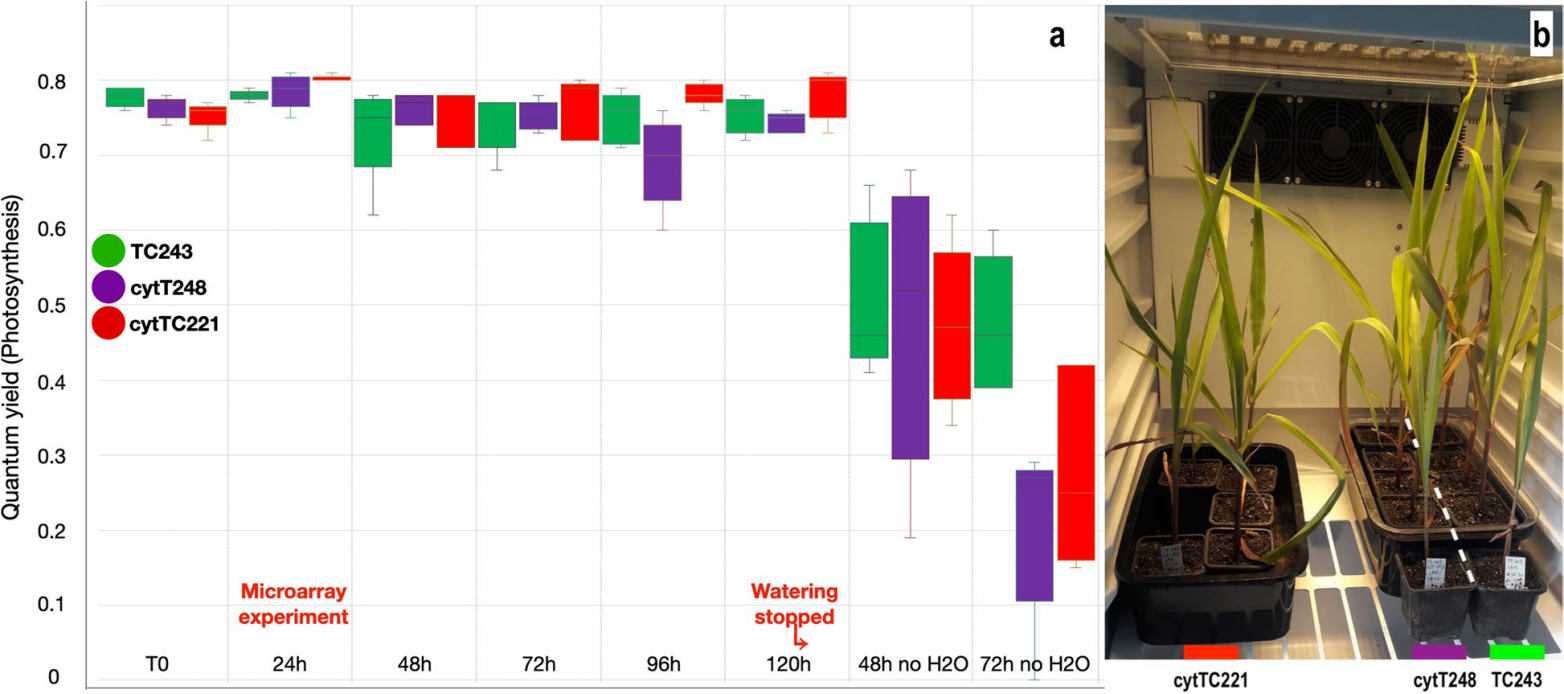
Photosynthesis efficiency *(a)* and growth state of plants *(b)* in the nucleus donor line (TC243) and the two cytoplasm donors (cytTC221 and cytT248) under constant heat stress (40 °C) and daily watering until 120 h, which is the timepoint for the picture in panel *b*. Heat stress continued for 72 h more, but the watering stopped. The timing of the microarray analysis is shown. Marked on the boxplots are error bars and the mean value

Photosynthesis related genes encoded by the nuclear genome are generally downregulated (Additional file 7). Similarly, of the 53 DEGs in the chloroplast genome, 46 are down-regulated (Additional file 1, tab six, bottom tier). 

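Of the 24 mitochondrial genes with a marker in Additional file 5, 21 were found on the array under their own names and 19 were tested. The paper states that the markers within genes are identical among the cytolines, so that these genes were not chosen for a sequence difference between them. Chloroplast genes were not analysed here. The mean log2 value of the 19 genes rose from -1.92 ± 0.10 to -0.78 ± 0.15 in TC243, from -1.78 ± 0.12 to -0.95 ± 0.11 in cytTC221 and from -2.12 ± 0.09 to -0.79 ± 0.10 in cytT248 (SD, n = 4). The increases were 1.13, 0.83 and 1.33, each with p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 arrays against 4 allow. Up-regulated were 16 genes in TC243, 15 in cytTC221 and 17 in cytT248, and 1 gene was down-regulated in cytTC221 (limma, adjusted p below 0.01). These increases include the shift of the median of all genes, which was 0.27, 0.12 and 0.48 in this scaling. With quantile normalization, in which that shift was at most 0.08, the increases were 0.98, 0.72 and 1.06. The increase in cytTC221 was smaller than in TC243 by 0.30 (log2 difference -0.30, two-sided permutation test over 4900 exchanges of the cytoline labels within each treatment, p = 0.0241, Benjamini-Hochberg adjusted over 3 pairs 0.0361). It was also smaller than in cytT248 by 0.50 (log2 difference -0.50, permutation p = 0.00163, adjusted 0.00490). The difference between cytT248 and TC243 was 0.20 and was not significant (permutation p = 0.135). With quantile normalization the differences of cytTC221 from TC243 and cytT248 were -0.26 and -0.33 and not significant after adjustment (permutation, adjusted p = 0.0698 and 0.0612).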

Unlike the common response of the mitochondrial genes in the three cytolines, which have a similar up regulated FR value, the chloroplast common DEGs are less down regulated in the two cytoplasm donor lines compared to their nucleus donor line (heatmaps included in Additional file 1, tab six, bottom tier).

## Discussion

### DEGs involved in heat stress response, from a retrograde signaling perspective

Although retrograde signaling in plants has been investigated before by various methods (reviewed in [32, 33]) placing one nucleus in three different cytoplasmic environments to study the impact of retrograde signaling on gene expression under heat stress conditions has never been done before. Consequently, our study unveils a plethora of genes that are part of the plant’s response to heat, and that are attributable to retrograde signals.

Out of the total 19,600 DEGs described here, we report 6724 DEGs that are potentially part of the retrograde signaling process in response to heat stress (Additional file 1), being differentially expressed either in one (3609) or two of the cytolines (3115), but not in the other two, or the third one, respectively. 

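In the lists of the 24 arrays, the lists of 1 cytoline only held 8734 entries, 4781 of them up-regulated and 3953 down-regulated, and the lists of 2 held 8433. The directions were counted separately, and 1683 genes that were up-regulated in one cytoline and down-regulated in another have an entry in both. The 8734 entries are of 7986 genes, of which 6303 were called in 1 cytoline only. The difference in response between the cytolines was also tested directly. Of the 7986 genes, 4124 (51.6%) differed in their response between the cytolines by limma's F-test at an adjusted p below 0.01, and of the 6303 called in 1 cytoline only, 2441 (38.7%) did. Of the genes in all 3 lists of the same direction, 12046 (42.0%) differed by the same test. Over all 48263 genes, 20612 differed between the cytolines. The response differed for 14396 genes between cytTC221 and TC243, for 16810 between cytTC221 and cytT248 and for 5363 between cytT248 and TC243. With only the probes well above background on all arrays kept, these counts were 9335, 8733 and 3527. From the genes that are differentially expressed in 1 or 2 of the cytolines, and from the nucleus that the 3 lines share, the paper speculates that these genes are influenced by the organelles of each line, and proposes them as potentially part of retrograde signaling.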

As the nuclear genome is the same in all three cytolines, we can speculate that these genes are influenced by the organellar set in which the nucleus currently resides.

The sum of 3609 genes differentially expressed in just one of the cytolines is composed of 1829 up- and 1780 down-DEGs (Fig. 2a and Additional file 1). They underline the importance of anterograde-retrograde signaling, and its control of gene expression in the cell during heat stress. Further functional analyses of these genes may enlarge the existing body of data describing the plant response to heat stress, from a retrograde signaling perspective. Of particular interest for such future studies are the 204 DEGs we report as having an FR > 2 (absolute values) and which lack a functional annotation (Additional file 1).

In addition to the 204 unannotated genes likely involved in retrograde signaling, our results confirm and broaden previous studies by adding new functional data to already annotated genes. It is beyond the scope of the present study to review the extant functional annotations of all DEGs identified here as cytoline-specific, but choosing the three most up-regulated genes in the three cytolines offers a perspective of how our data enlarge their functional annotation: *(i) GRF-transcription factor 6* (Zm00001d017742, FR = 27, the highest FR for cytT248-specific DEGs) has been described before in *Arabidopsis* as negatively regulating leaf growth and restricting cell proliferation in leaf primordia [34]. 

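GRF-transcription factor 6 was matched by name and fold regulation to GRMZM2G034876, which has 2 kept probes that differ in their response. One probe of GRMZM2G034876, well above background on all 24 arrays, had an FR of 20.4 in TC243, 41.3 in cytTC221 and 31.7 in cytT248 (limma adjusted p = 8.07e-20, 2.05e-21 and 6.75e-21). The other was well above background on 13 arrays and on no heat array of TC243 and cytT248. The response of the mean of both probes is therefore limited by background, and the cytolines were not compared by it. Citrate synthase1 and actin3 were not analysed here.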

Another study [35] had reported that norflurazon, which inhibits retrograde signaling and chloroplast differentiation, has the same effect on the plant phenotype as the *grf-transcription factor 6* mutant. Thus, our data confirms and corroborates the findings of the previous two studies, validating Zm00001d017742 as part of retrograde signaling [34, 35]. *(ii) Citrate synthase1* (Zm00001d015856, FR = 21, the highest FR for TC243-specific DEGs) has been reported before by several studies as being part of retrograde signaling in yeast, reviewed in [36], but our data confirms it for the first time as being part of retrograde signaling in plants. *(iii) Actin3* (Zm00001d035720, FR = 9, the highest FR for cytTC221-specific DEGs). Actin bundles, which are part of cytoskeleton, are omnipresent in the plant kingdom, but their biological role is still poorly understood [37]. As ACTIN3 is a structural constituent of cytoskeleton, our data bring new insight into the gene’s functioning by placing its expression under the influence of retrograde signals, which has not been reported before. Furthermore, *actin depolymerizing factor* (ADF) is involved in the plant’s response to abiotic stress [38]. Indeed, we report *severe depolymerization of actin1* gene (Zm00001d002190) as up-regulated exclusively in cytTC221.

While the high FR values for some of the genes are a good indication of their importance in cell signaling under heat stress, their grouping into GO terms offers a broader perspective.

### GO terms involved in heat stress response, from a retrograde signaling perspective

In a meta-analysis in *Arabidopsis*, comprising six different experiments Gläßer et al., 2014 [19] report 461 unique GO terms triggered by retrograde-signaling, most of which are involved in transcription and translation. Unlike our experimental set-up, all six experiments rely on chemical treatments or mutations to induce a retrograde signaling response, which still are the two most used approaches. Our results confirm 56 of the reported GO terms, being enriched selectively, either exclusively in one of the cytolines, or in two, but not common to all. However, we identified 83 new GO terms, in addition to those reported for *Arabidopsis*. Filtering the 83 GO terms for an FE > 2, our study adds 17 GO terms to the paradigm used to explain retrograde signaling: *(i) Biological processes* - maintenance of protein localization in endoplasmic reticulum (GO:0035437), proteasomal ubiquitin-independent protein catabolic process (GO:0010499), protein import into mitochondrial matrix (GO:0030150), ubiquitin-dependent ERAD pathway (GO:0030433), protein targeting to mitochondrion (GO:0006626), protein localization to mitochondrion (GO:0070585), establishment of protein localization to mitochondrion (GO:0072655), ERAD pathway (GO:0036503), response to organonitrogen compound (GO:0010243), cytoplasmic translation (GO:0002181), translational elongation (GO:0006414), mitochondrial transport (GO:0006839), protein transmembrane transport (GO:0071806); *(ii) Molecular functions* – chaperone binding (GO:0051087); and *(iii) Cellular components* - proteasome core complex (GO:0005839), U2 snRNP (GO:0005686), proton-transporting two-sector ATPase complex (GO:0016469).

Interestingly, of the 17 GO terms, the most enriched is common to the two cytoplasm donor lines - maintenance of protein localization in endoplasmic reticulum (GO:0035437), FE ~ 4 in both cytolines, and not the nucleus donor cytoline. The high fold enrichment of GO:0035437 in the two cytolines only, corroborated with the significant enrichment of GO terms such as protein refolding (GO:0042026), de novo’ protein folding (GO:0006458), protein folding (GO:0006457), which are common to the three lines, confirm that the unfolded protein response (UPR) is triggered under heat stress, as it has been shown before including for maize [39]. But there seems to be a retrograde signaling component in what GO terms involved in UPR are most enriched in DEGs, and possibly a time-dependent response of each of the cytolines, as our data capture gene response at a single timepoint after heat stress (24 h).

The distinctive response of cytTC221 in terms of biological processes exclusively enriched with and FE > 2 in this line hints towards a retrograde control of the process described in yeast and humans as MAGIC (mitochondria as guardian in cytosol), important for maintaining the cytosolic proteostasis under heat stress [40]. MAGIC postulates that cytosolic aggregates are imported into the mitochondria for degradation. Indeed, the biological processes exclusively enriched in cytTC221, which are related to the mitochondria (protein import into mitochondrial matrix, protein targeting to mitochondrion, protein localization to mitochondrion, establishment of protein localization to mitochondrion, and mitochondrial transport) (Table 1), are arguments to consider the process as taking place in this cytoline at 24 h of heat stress. Furthermore, the GO biological process maintenance of protein localization in organelle is enriched with an FE > 2 exclusively in cytT248.

Based on all of the above, we can only speculate that both UPR and MAGIC have a regulating component that is part of retrograde signaling, but further research is needed.

Most importantly, all of the above retrograde signaling effects on gene expression and enrichment of GO terms may be caused by the intergenic SNPs in the mitochondrial genomes, as the intragenic SNPs and those on the chloroplast are identical among the three cytolines, and the nuclear genome is identical.

### DEGs – common response

As previously reported, most of the up-DEGs under heat stress conditions are either HSPs, molecular chaperones stabilizing and helping refold heat-inactivated proteins, or transcription factors (reviewed in [41, 42]). Our experiment fits within such conditions, sampling the RNA in maize seedlings at 24 h after heat exposure. Consequently, we report the HSP family members to be significantly up-regulated, including the most up-regulated DEG (*heat shock protein26*, with an FR > 500 in all three samples).

HSP generation is under the influence of HSF, bZIP, WRKY, and MBF1C (Multiprotein-Bridging Factor 1C) transcription factors [26–29], all of which confer resistance to plants under heat stress conditions (reviewed in [43, 44]). Although there is a strong common response in terms of DEGs in all of the four gene families (Additional file3) and MBF1C (Additional file 1), we describe contrasting patterns in the magnitude of gene expression response, measured as FR values (Fig. 3), possibly caused by the different retrograde signals present in the three genetic backgrounds.

Transcription factors in general, not just the families described above, are one of the three layers of the paradigm used to describe retrograde signaling, together with the signals generated at organellar level, and their transducers towards the nucleus (reviewed in [45]). Indeed, among the 19,600 DEGs we report 1406 transcription factors (Additional file 1). Of importance for future studies are the 254 genes, which are specific to one of the three cytolines, an indication for their involvement in retrograde signaling. Following functional analyses, some of the 254 transcription factors described here may enlarge the list of only eight such genes proven to be part of retrograde signaling [45].

### GO terms – common response

Similar to DEGs responding to stress, many studies have focused on identifying the GO terms enriched in such genes. An extensive review by Janni et al., 2020 [42], grouped the enriched GO terms from the existing literature in crop plants and revealed dramatic differences between species, as shown by comparing heat stress response in tomato and maize. However, the comparison rendered some common enriched GO terms, largely confirmed by our results, and which are very likely to be conserved among species. For example, protein folding (GO:0006457) is strongly enriched in tomato and rice, and response to heat (GO:0009408) is strongly enriched in maize and tomato [42, 46], our results confirming them as enriched with and FE > 2 in all three cytolines.

The GO terms we report here as enriched in DEGs and that form the common response of the three cytolines complement existing similar studies in maize [44, 47] adding new biological processes, cellular components, and molecular functions that play a role in heat stress response.

For example, Frey et al., 2015 [47], investigated the response of European maize inbred lines to heat and found 26 and nine GO terms enriched in up- and down-DEGs, respectively. Comparatively, we report 164 and 12 GO terms enriched in up- and down-DEGs, respectively, confirming 10 GO terms enriched in up-DEGs reported by Frey et al., 2015 (GO:0006457, GO:0034641, GO:0044238, GO:0005976, GO:0044264, GO:0044042, GO:0006073, GO:0005576, GO:0048046, GO:0005576) (Additional file 4). Three possible explanations for the significantly higher number of enriched GO terms in our analyses, and for the relatively low overlap with previous data reside in: *1)* the experimental set-up with cytolines, which is able to unmask otherwise elusive GO terms, when different nuclei are probed in their innate cytoplasms. Here, we have one nucleus that respond to three cytoplasms; *2)* the continuous development of the GO terms database [48], which had not been available when Frey et al., 2015 [47] published their findings; and *3)* the different temperature treatment, which was long-time exposure to mild (32/27^o^ C day/night) or strong heat (38/33^o^ C day/night) levels, rather than heat-stress at 40^o^ C for 24 h, as here.

Furthermore, similar to Shi et al., 2017 [44], who report pathways that are kept in balance under heat stress, being enriched in both up- and down-DEGs, we report GO terms with the same pattern in at least one of the three cytolines: *(i)* two *biological processes* (protein folding (GO:0006457) and gene expression (GO:0010467)); *(ii)* three *molecular functions* (transferase activity, transferring phosphorus-containing groups (GO:0016772), kinase activity (GO:0016301), and phosphotransferase activity, alcohol group as acceptor (GO:0016773)); *(iii)* and five *cellular components* (ribonucleoprotein complex (GO:1990904), plastid (GO:0009536), chloroplast (GO:0009507), plasma membrane (GO:0005886), extracellular region (GO:0005576)).

The role of mitochondria in the stress response is substantiated by the six significantly enriched GO cellular components in up-DEGs that are mitochondrion-specific in all of the three cytolines: mitochondrial matrix (GO:0005759); mitochondrial protein-containing complex (GO:0098798); mitochondrial inner membrane (GO:0005743); mitochondrial envelope (GO:0005740); mitochondrial membrane (GO:0031966); mitochondrion (GO:0005739), (Additional file 4), in addition to the more general ones, like “organelle” or “organelle envelope”. Conversely, there is no chloroplast specific GO cellular component enriched in up-DEGs. Instead, nuclear down-DEGs, significantly enrich the chloroplast-related GO cellular components, none being mitochondrion-related (Additional file 4). This is not surprising, as the chloroplast is known to be sensitive to heat stress, corroborated with a decrease in photosynthesis [11].

### The nuclear and organellar genomes

Using our GBS data with inbred lines, we show that the original nucleus of cytTC221 is the most divergent of the > 2300 inbred lines genotyped (Fig. 5a). Its mitochondrial genome exhibits the same divergence (Fig. 5c). It’s arguable that the observed sequence variation in the mitochondrial genomes is influenced by NUMTs (nuclear copies of mtDNA), which have been described on the long arm of maize chromosome 9. Their sequence identity with the mitochondrial genome ranges between 93.81 and 100% [49]. Nevertheless, the influence of these nuclear genomic parts should be minimal, as the organellar genomes out-number the nuclear genome by as much as 5000 to 1 [50, 51] and most of the sequencing data is consequently of organellar origin. Additionally, we confirmed the genetic distances between the mitochondria of the three cytolines using additional deep sequencing data (Fig. 5d).

Considering the genetic distance between the inbred lines, backcrossing TC243 to TC221 could be similar to an interspecific cross. Indeed, working with wheat lines and its closest relatives, Crosatti et al., 2013 [52] showed that gene expression and metabolism are significantly impacted under alloplasmic conditions, with the greatest changes resulting from the widest crosses. Furthermore, Noyszewski et al., 2014 [53], showed that there was more change in the mitochondrial genome of *Triticum*-*Aegilops* alloplasmic lines in a timespan of half a century than there was between *T. turgidum* and *T. aestivum*, during 100 centuries of evolution. Similarly, in the case of our two cytoplasm donor lines, the mitochondrial genome of cytTC221 could have accumulated more mutations than cytT248 (all in the intergenic space) during the 10 years of backcrossing and subsequent self-cross for maintaining the stock.

### The impact of the mitochondrial genome

From a genomic point of view, the observed variation of gene expression in the three cytolines may be explained by the variation in the mitochondrion genome, as the nuclear genome is identical (i.e., innate to TC243) and the chloroplast genome has no genetic variation at the studied loci (Fig. 5b,c). However, the chloroplast may exert its role in heat stress response through different mechanisms, the three cytolines having common chloroplast-encoded DEGs but different magnitudes of their fold regulation (Additional file 1, tab six). The PPR proteins are equally important, as it has been shown that approximately 50% of the members of the PLS-class, investigated here, are targeted to the chloroplast and only 30% to the mitochondria [54]. Therefore, the PPR-PLS proteins may preferentially exert their editing functions withing the chloroplast, but receiving signals directly from the mitochondria or through the nucleus.

How the mitochondria could influence the chloroplast during heat stress is largely unknown [20, 45]. AOX (alternative oxidase) genes are the most studied indicators of mitochondrial retrograde signaling, which play an important role in efficient cell reprogramming under stress [55], being induced by both mitochondrial and chloroplast perturbation [45], confirming the close relationship between the cellular organelles. Indeed, our dataset confirm the upregulation of all three AOX genes in maize *(Zm00001d002436, Zm00001d002434, Zm00001d002435*), but their expression levels differ among the three cytolines (Additional file 1).

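Alternative oxidase2 (GRMZM2G125669) and alternative oxidase3 (GRMZM2G074743) were matched by name and fold regulation, and the other alternative oxidase gene was not analysed here. GRMZM2G125669 rose from -3.11 ± 0.14 to 1.22 ± 0.08 in TC243, from -2.96 ± 0.15 to 2.13 ± 0.14 in cytTC221 and from -3.22 ± 0.16 to 1.1 ± 0.08 in cytT248 (log2 value, SD, n = 4). This is an FR of 20.1, 34.1 and 19.9. The increase of GRMZM2G125669 was larger in cytTC221 than in TC243 by 0.76 (SE 0.13, limma adjusted p = 5.30e-05) and than in cytT248 by 0.78 (adjusted p = 5.09e-05), while cytT248 and TC243 differed by -0.01 (adjusted p = 0.957). GRMZM2G074743, the mean of 2 probes, rose by 5.00 in TC243, 5.08 in cytTC221 and 4.12 in cytT248 (SE 0.13 each), an FR of 32.0, 33.8 and 17.4. Its increase was smaller in cytT248 than in TC243 by 0.88 (log2 difference -0.88, limma adjusted p = 0.00137) and larger in cytTC221 than in cytT248 by 0.96 (adjusted p = 1.69e-04). Without heat, GRMZM2G074743 was higher in cytT248 than in TC243 by 1.03 (limma adjusted p = 3.03e-06), at -2.76 ± 0.31 against -3.79 ± 0.08 (SD, n = 4). After heat the levels were 1.36 ± 0.12 in cytT248 and 1.21 ± 0.19 in TC243.

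**Figure D2:**
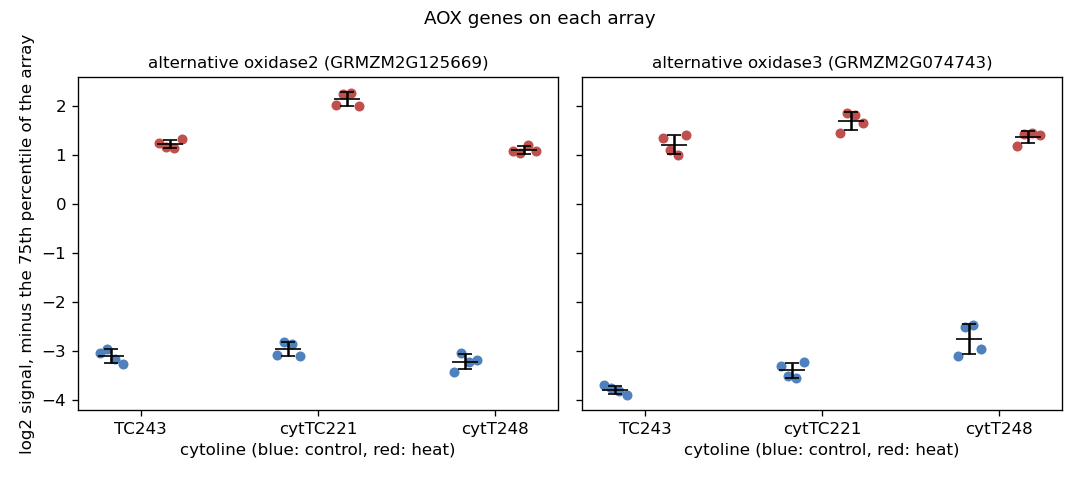
Log2 values of alternative oxidase2 (GRMZM2G125669) and alternative oxidase3 (GRMZM2G074743) on each of the 24 arrays (vertical axis, log2 relative to the 75th percentile of the array) by cytoline and treatment; each point is 1 array, and the mean and SD of the 4 arrays are drawn over the points. All heat arrays lie above all control arrays, between 1.00 and 2.27 against -3.89 and -2.47.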

We can speculate that the DEGs we report here in just one or two of the cytolines, and that are important in the chloroplast functioning are targets of the mitochondrial signaling directed at controlling the other organelle. For example, *Zm00001d009589* (light harvesting chlorophyll a/b binding protein3) is significantly down-regulated only in cytTC221 (FR = − 224), and is therefore a good candidate for retrograde signaling resulted from the mitochondrial diversity of this line (Fig. 5c). 

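Light harvesting chlorophyll a/b binding protein3 was matched by name and fold regulation to GRMZM2G155216, which has 2 kept probes that respond in opposite directions. One probe of GRMZM2G155216, well above background on all 24 arrays, had an FR of -103.6 in TC243, -219.4 in cytTC221 and -83.7 in cytT248 (limma adjusted p = 6.68e-24, 7.29e-25 and 1.67e-23). The other, well above background on 17 arrays, had an FR of 1.59, 1.37 and 1.73 (adjusted p = 2.46e-06, 3.55e-04 and 1.92e-07). The log2 response of the mean of both probes was -3.01 in TC243, -3.66 in cytTC221 and -2.80 in cytT248 (SE 0.08 each, limma adjusted p = 4.94e-20, 1.74e-21 and 2.07e-19), which is an FR of -8.06, -12.7 and -6.95. GRMZM2G155216 was thus past the threshold in all 3 cytolines. The decrease was larger in cytTC221 than in TC243 by 0.65 (log2 difference -0.65, SE 0.11, limma adjusted p = 7.76e-05) and than in cytT248 by 0.86 (log2 difference -0.86, adjusted p = 2.66e-06), and cytT248 and TC243 differed by 0.21 (adjusted p = 0.176).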

Other such examples include, *Zm00001d043325* (plastid transcriptionally active chromosome 12 homolog; FR = 2.8), *Zm00001d030638* (photo-system b P domain-containing protein1; FR = 2.1), and *Zm00001d053076* (NAD kinase 2 chloroplastic; FR = 3.5), which are upregulated only in TC243, or *Zm00001d007328* (ABC transporter I family member 11 chloroplastic), which is downregulated only in cytTC221 (FR = − 2.1) and cytT248 (FR = − 3.6).

### Breeding perspective

Transferring the TC243 nucleus into TC221 and T248 cytoplasms significantly improved yield [56], but improving this agronomically important trait comes with a cost when exposed to heat stress and/or drought. As we show in Fig. 6a, the nucleus donor line has an advantage in photosynthesis efficiency over the other two cytolines when heat and water stress are combined. Moreover, stress seems to favor the original nucleus-cytoplasm combination, whereas under normal conditions a heterosis-like effect is visible in cytTC221 and cytT248 for plant height and yield [56, 57], similar to the results from previous studies on hybrids created from genetically distant inbred lines [58].

## Conclusions

Our study adds a new facet to the paradigm used to explain how gene expression changes in response to heat stress, capturing the influence exerted by different organelles upon one nucleus rather than investigating the response of several nuclei in their innate cytoplasmic environments. This approach has not been explored yet, previous experiments relying on the use of chemical treatments or mutations to alter retrograde signaling and observing the effect in the cell. In addition to reporting new DEGs and GO terms that have not been associated before to retrograde signaling when heat stress is present, we confirm and broaden extant data on heat stress response in general, adding new genes and GO terms associated to it. However, a meta-analysis across plant species is needed, as it is impossible to track all the genes that are affected by either retrograde signaling or heat stress, in general, from the literature. Consequently, we see the need of a database to centralize these genes.

From a genomic point of view, the uniqueness of the nuclear genome in the three cytolines, corroborated with the lack of polymorphism in the chloroplast genome, underline the importance of the mitochondria in heat stress response. Furthermore, the mitochondrial polymorphism is part of the intergenic regions and hypothetical genes, rather than genes *per se*.

## Methods

### Plant material and growth conditions

Three seeds from each of TC243, cytTC221, and cytT248 were grown in a Binder KBW 240 growth chamber for 20 days with 16 h of light at 26 °C and 8 h of dark at 20 °C. On the 21st day, the temperature was increased to 40 °C and maintained for 24 h under the same light conditions. The leaves and stems of three seedlings per inbred line (three-leaf stage) were harvested at the end of the heat stress period and flash frozen in liquid nitrogen. Control samples were grown and harvested at the end of the 21st day of normal growth conditions.

To measure photosynthesis efficiency, five seedlings from each of TC243, cytTC221, and cytT248 were grown in a FytoScope Chamber FS 130 (Photon Systems Instruments) up to three-leaf stage (16 h of light at 26 °C and 8 h of dark at 20 °C). Recordings of the Qy (photosystem II Quantum Yield) values were taken at T0 (control temperature) and five more times at 40 °C stress every 24 h, seedlings being watered daily with 30 ml water. No significant differences in the grow state of plants in any of the three cytolines were observed, as shown in Fig. 6b. Following the 5th measurement, the seedlings were not watered anymore, and the temperature was maintained at 40 °C. Two more measurements of Qy were taken at 48 h and 72 h, respectively. A FluorPen FP 100 (Photon Systems Instruments) was used to measure the Qy values for each of the five seedlings and averaged per each of the three lines.

### RNA extraction, microarray assay and data analysis

Total RNA was isolated with TriReagent (Sigma–Aldrich). Four replicates for each genotype-condition were used, under normal and stress temperatures. Total RNAs were further purified with RNeasy Mini Kit (Qiagen) and their quality was evaluated with Bioanalyzer 2100 (Agilent Technologies) based on RNA integrity. RIN (RNA integrity number) was > 8 for all samples. Cy-3 labeled microarray probes (cRNA-Cy3) were synthesized according to Agilent manufacturer’s protocol. The probes were hybridized to Agilent maize custom arrays 4x180k containing 176,026 in situ synthesized 60-mer oligonucleotide features. Preprocessing and differential data analysis were performed on the median signal from raw files generated by the Feature Extraction software v. 11.0, using standard functions in R/Bioconductor (https://www.bioconductor.org) and custom written routines. The differentially expressed sequences were selected with the *limma* package by fitting a linear model for each sequence and using empirical Bayes smoothing to moderate the standard errors. A gene was considered differentially expressed when the *P* value adjusted for multiple testing (Benjamini–Hochberg method) was < 0.01. In total, our microarray platform detected 30,331 of the 39,324 protein coding genes included in the v4 release of the maize reference genome [59]. The MaizeGDB conversion tool [60] was used for converting the v3 gene IDs (which had been spotted on the microarray) to v4. The raw microarray data were deposited in NCBI under GEO accession number GSE171670.

### Bioinformatic pipelines and tools used in data analysis

GeneOntology [48, 61] (http://geneontology.org) was used for GO term enrichment analyses, choosing *Zea mays* as a model species and using a reference gene set composed of all the genes detected by our platform (i.e., 30,331). The cytoline-specific variation in enriched GO terms, was investigated using the differentially expressed genes responding to heat stress in each of the three cytolines. By intersecting the three lists of GO terms, the common and specific responses in the three cytolines were defined. We also used GeneOntology for grouping into GO terms the DEGs exclusively found in one of the three cytolines, having an FR > 2.

Two NGS data sets (i.e., Genotyping-By-Sequencing) were used in our analyses: the first included the original three inbred lines that donated the nucleus and cytoplasm, respectively, whereas the second comprised the three cytolines and an outgroup. For the first, DNA of inbred lines TC243, TC221 and T248, was skim sequenced (data deposited in EMBL under accession number PRJEB43714) together with other 2233 inbred lines from SE Europe (unpublished data). For the second, the organellar DNA of TC243, cytTC221 and cytT248 was deep sequenced (data deposited in EMBL under accession number PRJEB45081). In both cases, total DNA libraries were prepared and sequenced in an Illumina HiSeq X instrument. Raw data were cleaned with default settings in Fastp [62]. Mapping of short reads onto the B73 reference genome, v4 release [59, 63], was done using BWA mem [64]. Mapped reads were processed with SAMtools [65], piping the output to GATK3 (UnifiedGenotyper) [66] for calling the SNPs. BEAGLE 5.0 [67] was used for imputations of the genotyping data, and GCTA [68] for PCA calculations. Plotting the results in 3D was done with *pyplot* and *mpl_toolkits* Matplotlib libraries [69]. To call the SNPs of organellar TC243, cytTC221, and cytT248 genomes, the BAM files resulted from deep sequencing were pooled with the BAM files of the 2233 inbred lines. The SNPs for which we had sequence data in all of the three cytolines (plus an outgroup sample – D105 inbred line) were converted to fasta format and used as input in MEGA X [70] to calculate the best model for building a maximum likelihood (ML) tree. Model T92 was chosen, according to lowest BIC score and the bootstrap consensus tree was inferred from 1000 replicates. All nuclear and organellar SNP markers used in the PCA and ML analyses were defined using the --maf 0.05 and --geno 0.1 parameters in PLINK 1.9 [71, 72], to include only SNPs with a 90% genotyping rate in all samples (except for deep sequencing data, where we considered only the SNPs for which we had data in all samples). Additionally, we pruned the SNP dataset to correct for linkage disequilibrium using the --indep-pairwise 100 5 0.5 parameter, which removes a pair of SNPs if the linkage disequilibrium is greater than 0.5 considering a window of 100 SNPs, and shifting the window 5 SNPs forward before repeating the procedure. The group of --maf, −-geno, and --indep-pairwise parameters implemented in PLINK 1.9 assured a reliable SNP dataset for downstream analyses.

## Supplementary Information

**Additional file 1. **Differentially expressed genes in the three cytolines. Up- and down-DEGs identified in this study are presented in six tabs, as gene IDs, annotations, and fold regulation (FR) values. Various groupings of these DEGs are indicated in the headers. Tabs 1–5 include nuclear DEGs, whereas the 6th tab contains organellar DEGs and associated heatmaps for the mitochondria (upper tier) and chloroplast (lower tier), respectively

**Additional file 2. **Grouping of cytoline-specific DEGs with an FR > 2 into GO terms. Each of the three GO term categories (biological processes, molecular functions, and cell components) has a dedicated tab. Column headers indicate the GO term ID, the dataset considered (i.e., up/down genes exclusively found in one of the cytolines), the total number of genes included in a particular GO term and the GO term’s full name.

**Additional file 3. **Fold regulation values for members of four gene families: bZIP, HSF, WRKY transcription factors, and HSP.

**Additional file 4. **GO terms enrichment analyses. Fold enrichment values of GO terms (biological process, molecular function, cell component) are presented in each of the three cytolines, using up- or down-DEGs as input in the analysis. A tick marks the GO terms that are commonly enriched in all cytolines.

**Additional file 5. **Intersection of mitochondrial SNPs with the available GFF file. The intersect of the 527 mitochondrial SNP markers resulted from deep sequencing with the available GFF file [30] is detailed. The 133 intragenic markers are highlighted in yellow.

**Additional file 6. **Up- and downregulated PPR genes in response to heat stress, grouped as common or cytoline-specific responses in the three cytolines.

**Additional file 7. **Downregulation of photosynthesis-related genes* in the nuclear genome. A tick differentiates the genes that are downregulated in all three cytolines from the ones that are downregulated in at least one. The genes that are greyed out were not differentially expressed in our experiment. *as defined in He et al., 2019 [25].

## Data Availability

Expression data are deposited in NCBI under GEO accession number GSE171670 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171670). Genomic data are deposited in EMBL under accession numbers PRJEB43714 (https://www.ncbi.nlm.nih.gov/Traces/study/?acc=PRJEB43714%20&o=acc_s%3Aa) and PRJEB45081 (https://www.ncbi.nlm.nih.gov/Traces/study/?acc=PRJEB45081&o=acc_s%3Aa).

## Abbreviations

DEG: differentially expressed gene
FDR: false discovery rate
FE: fold enrichment
FR: fold regulation
GBS: genotyping-by-sequencing
GFF: general feature format
GO: gene ontology
HSF: heat shock transcription factors
HSP: heat shock protein
MAGIC: mitochondria as guardian in cytosol
PLS: one of the two main classes of PPR proteins, contain alternating canonical P-type motifs and variant long (L)- and short (S)-type motifs
SNP: single nucleotide polymorphism
UPR: unfolded protein response

How the deposited data were processed for this re-analysis (not part of the article)

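Gene expression was measured on 24 one-colour Agilent arrays, 4 for each of the 6 groups formed by 3 cytolines (TC243, cytTC221 and cytT248) and 2 treatments (control, and 24 h at 40 °C). Cytoline, treatment and replicate were taken from the labels of the samples, which write cytTC248 where the paper writes cytT248. The source names of replicates 3 and 4 of the cytTC221 control say replicate 2, and the number in the title was used. The paper's methods state that 3 seedlings per line were harvested and that 4 replicates per group were used. How the replicates relate to the seedlings is not stated, so that their independence cannot be judged. Within each cytoline, control and heat arrays also lay at different positions of the slides, odd-numbered for one and even-numbered for the other. No fit included the position. The authors deposited the output of the scanner software for each array, with the median intensity of each spot, the median intensity of its local background and the software's processed signal, all on a linear scale and before any normalization between arrays. The headers of these files name Feature Extraction version 11.5.1.1. The authors also deposited a table of processed log2 values for all arrays. Its values differed by 0.0140 on average from quantile-normalized log2 median intensities without background correction, and they were used only as an alternative. Its 24 columns are all of arrays used here.

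From the deposited intensities, the median signal was corrected by normexp with the local background and an offset of 50, the value was put on the log2 scale, and the 75th percentile of each array was subtracted. The paper's methods name the median signal, limma, the Benjamini-Hochberg adjustment and the threshold of 0.01. The paper's text does not name a background correction or a normalization. Control spots were left out after the background correction, as were spots that the software marks as outliers, which were 0 to 45 per array. Spots of the same probe were averaged. A probe was kept when it was well above background on all arrays of at least 1 group, which held for 64522 of 133671 probes, and the kept probes of a gene ID were averaged, which gave 48263 genes. Of these, 9213 genes have more than 1 kept probe. A gene ID is one of the older maize annotation that the array names, so that a count of genes here is not over the same genes as the paper's, whose IDs are of a newer annotation. No table that pairs both sets of IDs was used here.

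The setting for the percentile was fixed before the data were examined, but not the spots it is taken over. It was written as the 46955 spots (26.7%) well above background on all arrays before any count of genes had been seen. After the counts under 6 normalizations had been seen, a change to all spots was considered and was applied in one round of calculations. It was then undone, and the percentile over all spots is reported as an alternative chosen after seeing the data.

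All 6 groups were fitted in one linear model with limma (lmFit and eBayes), without a block, because the groups then share one estimate of the spread. The contrasts were heat minus control in each cytoline, the difference of these responses for each pair of cytolines with an F-test over them, and the difference between the control groups of each pair. A gene was called at an adjusted p below 0.01, the threshold of the paper's methods. The lists of up- and down-regulated genes were intersected separately, so that a gene called in opposite directions in 2 cytolines is counted in each direction. Fold regulation (FR) is the linear fold with a minus sign for a decrease. Where a probe was not well above background on all arrays of a group, the fold is a lower bound. It was then calculated as the mean of the brighter group over the mean, per array, of the higher of the lowest signal well above background and the probe's own signal. The mean of the mitochondrial genes was compared by exact permutation tests over 70 orderings of 8 arrays within a cytoline, and over 4900 exchanges of the cytoline labels for the difference between cytolines. The fit was tested on simulated data with 200 planted changes among 48216 genes. It recovered 190, 191 and 188 of the 200 for the heat response of TC243, cytTC221 and cytT248, 171 for the difference in response between cytTC221 and TC243 and 195 for the difference between the cytT248 and TC243 controls, with 2, 0, 0, 4 and 3 calls among genes without a planted change. The changes were planted in values already scaled, with spread independent between genes and all other genes unchanged. The simulation therefore does not bear on calls that come from scaling or background.

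The genes named in the text are from a set chosen by a rule before the data were examined. The set holds each gene that the paper's text names and that could be found on the array. For each contrast, it also holds the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold. Eligible were genes whose arrays do not overlap between groups or, for a difference in response, whose sign is kept with each array left out. Of the genes chosen by contrast alone, the text names only some, all for cytTC221 against TC243. The paper's genes were found through RefSeq, which pairs 18818 of the 107027 array gene IDs with an entry, and through the gene names in the supplementary lists. A match was kept only where the fold regulation of a probe, calculated from the deposited processed values, lay within 5% of the paper's. The rules for names, this tolerance and the use of the folds were set after looking at the matches. The folds of that probe in the deposited values are therefore close to the paper's by construction. The folds given here are from the main scaling with the kept probes of a gene averaged, and differ from the paper's for some of these genes. In this way 107 genes were matched, and 7 of the genes named in the paper's text. Of the 128 PPR-PLS genes of Additional file 6 and the 37 photosynthesis genes of Additional file 7, 1 each was matched, and these lists, the chloroplast genes, the GO terms, the genotyping and the photosynthesis measurements were not analysed here. No gene set test was run, because only part of each list was matched and the match used the paper's folds.

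On each array 36.9% to 43.1% of the spots were well above background, and no spot was saturated. The depth of an array is its signal over background, with a median between 7.59 (cytT248 heat) and 11.9 (cytTC221 control), and 4 arrays per group limit the precision. The alternatives were another background correction, signal column, normalization, filter on dim probes, rule for the probes of a gene, variance model and threshold, each cytoline fitted alone, the replicate number or the slide as a block, the deposited processed values, and each of the 24 arrays left out in turn. Another 5 alternatives were added after the data were examined. These are the 75th percentile over all spots, arrays centred on the median gene, only probes whose names carry the mark Sp, only genes with a RefSeq entry, and the deposited processed values with each probe tested alone and no filter. The analysis used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python with pandas 2.3.3 and matplotlib 3.10.9.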

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

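Of the tests in this part, those that exchange the arrays between groups were chosen after the results they bear on had been seen. The slide as a block and quantile normalization were alternatives set before the data were examined, but their use as tests here was chosen afterwards. The percentile over all spots and arrays centred on the median gene were added after the data were examined. The test of neighbouring genes was written before its result was seen.

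The heat response differed between cytTC221 and TC243 for 14396 genes, between cytT248 and TC243 for 5363 and between cytTC221 and cytT248 for 16810 (limma, adjusted p below 0.01), and these counts are flagged because they are differences between cytolines in the same contrast. An arbitrary grouping of the arrays is argued against for each pair, since of 100 assignments of the arrays to the cytolines, the real one included, only 1, the real one, gave as many genes. The highest counts among the others were 12848, 2309 and 10207. Exchanging arrays cannot exclude a difference in plant material that the arrays of a group share, because the independence of the replicates is unknown. A difference between slides is argued against by the fit with the slide as a block, which gave 12723, 4637 and 15485 genes. The position of an array on its slide stays open, because no fit included it. In TC243 and cytTC221, control arrays lay at odd-numbered positions and heat arrays at even-numbered ones. In cytT248 the reverse held. Position can thus not be told from heat within a cytoline, and only cytTC221 and TC243 share a layout. The scaling of the arrays stays open as a part of these differences. The median gene moved with heat by 0.27, 0.12 and 0.48 in TC243, cytTC221 and cytT248, and under quantile normalization, where it moved by 0.06, -0.02 and 0.08, the counts were 18261, 6775 and 15229. The counts do not say whether these are the same genes. A biological difference that follows from the cytoplasms, which the design names, stays open as well and was not tested apart from the line itself, since each cytoplasm is represented by 1 line.

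The genes that the paper's text names show such differences too. For GRMZM2G013391 (WRKY-transcription factor 111) the response of cytTC221 differed from that of TC243 by -0.58. For GRMZM2G155216 (light harvesting chlorophyll a/b binding protein3) it differed from TC243 by -0.65 and from cytT248 by -0.86. For GRMZM2G125669 (alternative oxidase2) it was above TC243 by 0.76 and above cytT248 by 0.78. For GRMZM2G074743 (alternative oxidase3) the response of cytT248 differed from that of TC243 by -0.88, and that of cytTC221 above that of cytT248 by 0.96. For GRMZM2G034876 (GRF-transcription factor 6) the mean of 2 probes gave a response of cytT248 above that of TC243 by 0.52, but 1 of the probes was not well above background on any heat array of these lines, so that this difference is limited by background and is not taken as a difference between them. Under quantile normalization the differences of GRMZM2G155216, GRMZM2G125669 and GRMZM2G074743 were past the threshold as well, which argues against the scaling as their only source. That of GRMZM2G034876 was 0.29 and not past it. For GRMZM2G013391 the difference was past the threshold under quantile normalization but not with the processed signal, where it was -0.25. For GRMZM2G074743 the control level was higher in cytT248, so that its smaller response goes with a higher starting level. GRMZM2G155216 and GRMZM2G034876 each have 2 probes that respond differently, and a difference in transcript forms between the lines was not tested.

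The mean increase of the 19 mitochondrial genes was smaller in cytTC221, which differed from TC243 by -0.30 and from cytT248 by -0.50 (permutation of the cytoline labels, Benjamini-Hochberg adjusted p = 0.0361 and 0.00490). The scaling of the arrays is a candidate explanation that stays open. Under quantile normalization the differences were -0.26 and -0.33 (adjusted p = 0.0698 and 0.0612), with the 75th percentile over all spots -0.16 and -0.21 (adjusted p = 0.318 and 0.318), and with arrays centred on the median gene -0.080 and -0.15 (adjusted p = 0.498 and 0.498). The sign was the same in each of these settings, and the call was not.

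Without heat, 4910 genes differed between cytTC221 and TC243, 4526 between cytT248 and TC243 and 4394 between cytTC221 and cytT248 (limma, adjusted p below 0.01). The paper does not report this comparison. An arbitrary grouping of the arrays is argued against, since of 35 splits of the arrays only 1, the real one, gave as many genes for each pair. Plant material shared by the arrays of a group is not covered by these splits. A difference between slides is argued against by the fit with the slide as a block, which left 4182, 4478 and 3645 genes. Array position is not covered, since the cytT248 controls lay at even-numbered positions and the other controls at odd-numbered ones. That the lines carry stretches of different nuclear DNA is a candidate explanation that stays open for a part of these genes. It was tested along the chromosomes, where the richest window of 50 neighbouring genes held 25, 26 and 26 of them, more than chance gives. For cytTC221 and cytT248 against TC243 this is the same window, in which TC243 stands apart, so that it goes against DNA left from 1 cytoplasm donor there. By the number of neighbouring pairs, the measure set before the data were examined, cytTC221 against cytT248 had more than chance gives (permutation p = 1e-04), and cytTC221 against TC243 and cytT248 against TC243 did not (p = 0.0922 and 0.0506). With genes called at an adjusted p below 0.05, cytT248 against TC243 had more as well (permutation p = 0.0172). Both tests are described with the other observations. A difference that follows from the cytoplasm, or from the growth of the plants of a line, stays open too.

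In 2 groups a single array lay far from the other arrays of the group, among 54 groups tested, and chance marks about 1 in 20 groups. For GRMZM2G336766 (bZIP-transcription factor 50), replicate 4 of cytT248 control was at -0.60 on the log2 scale, while the others lay between 0.08 and 0.20. Without it, the heat response of the gene remained past the threshold in cytT248. Without heat, GRMZM2G336766 differed by 0.27 between cytT248 and TC243 and by -0.30 between cytTC221 and cytT248, neither past the threshold. With each array left out in turn, these differences ranged from 0.18 to 0.45 and from -0.48 to -0.21. The call of each changed with 1 array left out. For GRMZM2G074743, replicate 1 of cytT248 heat was at 1.18, while the others lay between 1.40 and 1.44. Over all arrays left out in turn, the response of GRMZM2G074743 in cytT248 stayed between 4.01 and 4.21. No biological explanation was tested for a single array.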

How the results depend on the processing

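The alternatives named here first were set before the data were examined, and the 5 in the last paragraphs were chosen after seeing the data, as was the choice of the spots behind the percentile. That choice was made before any count had been seen. All spots were then taken for one round of calculations after the counts under 6 normalizations had been seen, and this was undone. Numbers below count genes, out of those tested in a setting, unless they are a log2 response. A count is given where it is more than 1.5 times above or below the count reported, and a test where it passes to the other side of its threshold. No log2 response or difference that was past its threshold changed sign under an alternative, while some differences that were not past it did. Comparisons between counts did change direction. Up-regulated genes of TC243 only went from fewer than the down-regulated ones (612 against 1130) to more (1412 against 1000) with quantile normalization, those of cytTC221 only from fewer (753 against 2495) to more (2040 against 1567) with arrays centred on the median gene, and the share of up-regulated genes in cytTC221 from 55.7% to 48.3% with quantile normalization. For the genes chosen by rule, the call was the same in 4495 combinations of contrast and alternative, was lost in 50 and was gained in 32.

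Leaving out each of the 24 arrays in turn moved no count by more than 1.5 times. The genes changed in any cytoline ranged from 43411 to 44487, those in one list from 8151 to 9253, and those with a different response in cytT248 against TC243 from 3913 to 6824. The difference in mitochondrial response of cytTC221 against TC243 ranged from -0.37 to -0.26 and was not past an adjusted p of 0.05 with any 1 of 10 arrays left out. Fewer arrays also allow less in a permutation. Of the named genes, the difference in response of GRMZM2G034876 between cytT248 and TC243 was lost with any 1 of 10 arrays left out and stayed between 0.45 and 0.59. It rests in part on a probe not well above background under heat. The call was lost as well without background correction, with quantile normalization, with the slide as a block and in 9 further settings.

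The replicate number as a block gave 13837, 4738 and 15927 genes with a different response in cytTC221 against TC243, cytT248 against TC243 and cytTC221 against cytT248, and it moved no other count by more than 1.5 times. The numbers do not pair the samples. The deviations of arrays with the same number from their group means had a mean correlation of -0.01 over 60 pairs, between -0.33 and 0.29. Arrays with different numbers had a mean correlation of 0.00, and arrays of the same slide 0.02. The slide as a block, eBayes with trend and robust variance and no background correction moved no count by more than 1.5 times.

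With the processed signal of the scanner software there were 11920 common up-regulated with an FR over 2, 10573 common down-regulated with an FR over 2, 2780 common up-regulated with an FR over 10, 1756 common down-regulated with an FR over 10, 1284 common up-regulated with an FR over 20, 698 common down-regulated with an FR over 20, 381 common up-regulated with an FR over 50, 204 common down-regulated with an FR over 50 and 127 common up-regulated with an FR over 100. It also gave 64 common down-regulated with an FR over 100, 1160 up-regulated in TC243 only, 1387 up-regulated in cytT248 only, 637 down-regulated in cytT248 only, 496 up-regulated in TC243 only with FR over 2, 355 down-regulated in TC243 only with FR over 2, 305 up-regulated in cytTC221 only with FR over 2, 1582 down-regulated in cytTC221 only with FR over 2 and 681 up-regulated in cytT248 only with FR over 2. It also gave 197 down-regulated in cytT248 only with FR over 2, 3616 in one list with FR over 2, 11 matched bZIP down-regulated, a mitochondrial mean response in TC243 of 1.46, a mitochondrial mean response in cytTC221 of 1.00 and a mitochondrial mean response in cytT248 of 1.5. The cause was not tested.

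Quantile normalization gave 5 common down-regulated with an FR over 100, 1412 up-regulated in TC243 only, 1511 up-regulated in cytTC221 only, 1096 up-regulated in cytT248 only, 822 down-regulated in cytT248 only, 87 up-regulated in TC243 only with FR over 2, 149 up-regulated in cytT248 only with FR over 2, 12 matched bZIP down-regulated and a mitochondrial mean response in TC243 of 0.98. It also gave a mitochondrial mean response in cytT248 of 1.06, a difference in mitochondrial response of cytTC221 against TC243 of -0.26 and a difference in mitochondrial response of cytTC221 against cytT248 of -0.33. The deposited processed values gave 1449 up-regulated in TC243 only, 1584 up-regulated in cytTC221 only, 1081 up-regulated in cytT248 only, 820 down-regulated in cytT248 only, 138 up-regulated in cytT248 only with FR over 2, 12 matched bZIP down-regulated, a mitochondrial mean response in TC243 of 0.94, a mitochondrial mean response in cytTC221 of 0.71 and a mitochondrial mean response in cytT248 of 1.02. It also gave a difference in mitochondrial response of cytTC221 against TC243 of -0.23 and a difference in mitochondrial response of cytTC221 against cytT248 of -0.32. The cause was not tested.

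With no filter on dim probes there were 37727 up-regulated in TC243, 84270 up-regulated in cytT248, 43971 up-regulated in cytT248 only, 48842 in one list, 45114 up-regulated in one list, 21994 in a pair of lists, 100628 changed in any cytoline, 645 up-regulated in cytT248 only with FR over 2 and 3117 with a different response in cytT248 against TC243. It also gave 2834 different without heat in cytT248 against TC243. More genes are tested in this setting by construction, and the cause of the lower counts for cytT248 against TC243 was not tested.

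With only probes well above background on all arrays there were 12454 up-regulated in TC243, 11314 up-regulated in cytTC221, 13554 up-regulated in cytT248, 9812 common up-regulated, 5166 common up-regulated with an FR over 2, 34 common up-regulated with an FR over 50, 7 common up-regulated with an FR over 100, 608 down-regulated in TC243 only and 1410 down-regulated in cytTC221 only. It also gave 1206 up-regulated in cytT248 only, 4685 in one list, 2376 up-regulated in one list, 2309 down-regulated in one list, 4351 in a pair of lists, 25919 changed in any cytoline, 30 up-regulated in TC243 only with FR over 2, 48 down-regulated in TC243 only with FR over 2 and 161 up-regulated in cytT248 only with FR over 2. It also gave 11 down-regulated in cytT248 only with FR over 2, 592 in one list with FR over 2, 2458 in one list that differ between cytolines, 7412 common and different between cytolines, 11943 with a response that differs between any cytolines, 9335 with a different response in cytTC221 against TC243, 3527 with a different response in cytT248 against TC243, 8733 with a different response in cytTC221 against cytT248 and 3 matched bZIP down-regulated. It also gave 0 matched HSF up-regulated, 1 matched HSP up-regulated and a difference in mitochondrial response of cytTC221 against TC243 of -0.30. Fewer genes are tested in this setting by construction, and the cause of the change in the mitochondrial test was not tested.

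The probe with the highest mean in place of the average gave 33 common down-regulated with an FR over 50. Each probe tested alone gave 31 common down-regulated with an FR over 50, 5 common down-regulated with an FR over 100, 151 down-regulated in TC243 only with FR over 2, 121 up-regulated in cytTC221 only with FR over 2 and 37 down-regulated in cytT248 only with FR over 2. Each cytoline fitted alone gave 10 down-regulated in cytT248 only with FR over 2. The cause was not tested. An adjusted p below 0.05 gave 27 up-regulated in TC243 only with FR over 2, 18343 common and different between cytolines, 11462 with a different response in cytT248 against TC243, 7466 different without heat in cytTC221 against TC243, 8249 different without heat in cytT248 against TC243 and 7125 different without heat in cytTC221 against cytT248. A looser threshold calls more genes by construction, and the cause of the fall in genes up-regulated in TC243 only was not tested.

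Among the alternatives chosen after seeing the data, the 75th percentile over all spots gave 5 common down-regulated with an FR over 100, 1658 up-regulated in cytTC221 only, 1305 up-regulated in cytT248 only, 912 down-regulated in cytT248 only, 131 up-regulated in cytTC221 only with FR over 2, 106 up-regulated in cytT248 only with FR over 2, 43 down-regulated in cytT248 only with FR over 2, a mitochondrial mean response in TC243 of 0.91 and a mitochondrial mean response in cytT248 of 0.96. It also gave a difference in mitochondrial response of cytTC221 against TC243 of -0.16 and a difference in mitochondrial response of cytTC221 against cytT248 of -0.21. Arrays centred on the median gene gave 5 common down-regulated with an FR over 100, 1879 down-regulated in TC243 only, 2040 up-regulated in cytTC221 only, 1567 down-regulated in cytTC221 only, 1155 up-regulated in cytT248 only, 895 down-regulated in cytT248 only, 162 up-regulated in cytTC221 only with FR over 2, 95 up-regulated in cytT248 only with FR over 2 and 46 down-regulated in cytT248 only with FR over 2. It also gave a mitochondrial mean response in TC243 of 0.84, a mitochondrial mean response in cytT248 of 0.91, a difference in mitochondrial response of cytTC221 against TC243 of -0.080 and a difference in mitochondrial response of cytTC221 against cytT248 of -0.15. The deposited processed values with each probe tested alone and no filter gave 20268 down-regulated in cytT248, 33 common down-regulated with an FR over 50, 5 common down-regulated with an FR over 100, 2879 up-regulated in TC243 only, 2500 up-regulated in cytTC221 only, 1603 up-regulated in cytT248 only, 1421 down-regulated in cytT248 only, 99 up-regulated in TC243 only with FR over 2 and 188 up-regulated in cytTC221 only with FR over 2. It also gave 160 up-regulated in cytT248 only with FR over 2, 51 down-regulated in cytT248 only with FR over 2 and 11 matched bZIP down-regulated. The cause was not tested.

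Only the probes marked Sp gave 6641 up-regulated in TC243, 5693 down-regulated in TC243, 6577 up-regulated in cytTC221, 5616 down-regulated in cytTC221, 7816 up-regulated in cytT248, 4911 down-regulated in cytT248, 5776 common up-regulated, 4382 common down-regulated and 2841 common up-regulated with an FR over 2. It also gave 2326 common down-regulated with an FR over 2, 363 common up-regulated with an FR over 10, 211 common down-regulated with an FR over 10, 136 common up-regulated with an FR over 20, 71 common down-regulated with an FR over 20, 38 common up-regulated with an FR over 50, 10 common down-regulated with an FR over 50, 164 up-regulated in TC243 only and 430 down-regulated in TC243 only. It also gave 311 up-regulated in cytTC221 only, 517 down-regulated in cytTC221 only, 1003 up-regulated in cytT248 only, 95 down-regulated in cytT248 only, 2520 in one list, 1478 up-regulated in one list, 1042 down-regulated in one list, 2130 in a pair of lists and 14474 changed in any cytoline. It also gave 7 up-regulated in TC243 only with FR over 2, 25 down-regulated in TC243 only with FR over 2, 21 up-regulated in cytTC221 only with FR over 2, 34 down-regulated in cytTC221 only with FR over 2, 65 up-regulated in cytT248 only with FR over 2, 5 down-regulated in cytT248 only with FR over 2, 157 in one list with FR over 2, 1115 in one list that differ between cytolines and 4163 common and different between cytolines. It also gave 6343 with a response that differs between any cytolines, 4255 with a different response in cytTC221 against TC243, 2245 with a different response in cytT248 against TC243, 4592 with a different response in cytTC221 against cytT248, 2013 different without heat in cytTC221 against TC243, 1756 different without heat in cytT248 against TC243, 1436 different without heat in cytTC221 against cytT248, 6 matched bZIP up-regulated and 3 matched WRKY down-regulated. It also gave 3 matched HSP up-regulated, a mitochondrial mean response in TC243 of 1.45, a mitochondrial mean response in cytTC221 of 1.11 and a mitochondrial mean response in cytT248 of 1.63. Fewer genes are tested in this setting by construction, and the cause of the larger mitochondrial responses was not tested.

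Only genes with a RefSeq entry, also chosen after seeing the data, gave 5599 up-regulated in TC243, 6296 down-regulated in TC243, 5760 up-regulated in cytTC221, 6113 down-regulated in cytTC221, 6135 up-regulated in cytT248, 5728 down-regulated in cytT248, 4955 common up-regulated, 5077 common down-regulated and 2586 common up-regulated with an FR over 2. It also gave 2767 common down-regulated with an FR over 2, 324 common up-regulated with an FR over 10, 242 common down-regulated with an FR over 10, 120 common up-regulated with an FR over 20, 78 common down-regulated with an FR over 20, 40 common up-regulated with an FR over 50, 11 common down-regulated with an FR over 50, 151 up-regulated in TC243 only and 396 down-regulated in TC243 only. It also gave 376 up-regulated in cytTC221 only, 415 down-regulated in cytTC221 only, 486 up-regulated in cytT248 only, 141 down-regulated in cytT248 only, 1965 in one list, 1013 up-regulated in one list, 952 down-regulated in one list, 1785 in a pair of lists and 13425 changed in any cytoline. It also gave 6 up-regulated in TC243 only with FR over 2, 30 down-regulated in TC243 only with FR over 2, 22 up-regulated in cytTC221 only with FR over 2, 20 down-regulated in cytTC221 only with FR over 2, 31 up-regulated in cytT248 only with FR over 2, 5 down-regulated in cytT248 only with FR over 2, 114 in one list with FR over 2, 990 in one list that differ between cytolines and 4226 common and different between cytolines. It also gave 6124 with a response that differs between any cytolines, 4364 with a different response in cytTC221 against TC243, 2303 with a different response in cytT248 against TC243, 4140 with a different response in cytTC221 against cytT248, 2463 different without heat in cytTC221 against TC243, 2171 different without heat in cytT248 against TC243 and 1691 different without heat in cytTC221 against cytT248. Fewer genes are tested in this setting by construction.

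Not run were normexp on the mean signal, a column that the files used here do not hold, genes within a fixed distance along the chromosomes, because only the order of neighbouring genes was used, and the gene set tests camera and fry with the lists of PPR-PLS and photosynthesis genes, because only part of each list was matched. Each cytoline fitted alone gives no difference between cytolines. The depth of the arrays, as signal over background, limits the folds of genes that are not well above background in a group to lower bounds, as for 5812 common up-regulated and 2577 common down-regulated genes.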

Differences from the paper's values

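The counts given here are of gene IDs of the array's older annotation and the paper's are of a newer one, so that the numbers are not over the same genes. The paper gives 30331 analysed genes and here 48263 were tested. With only probes well above background on all arrays kept, 27840 were tested.

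The paper reports 19600 differentially expressed genes, and 44157 genes changed in at least 1 cytoline here. The paper's lists add up to its 19600, and the lists here hold 45840 entries, with 1683 genes in both directions. For genes in one list the paper's value is 3609 and the value here 8734, with the paper's 1829 up- and 1780 down-regulated against 4781 and 3953 here. For genes in 2 lists the paper's value is 3115 and the value here 8433. Among the alternatives set before the data were examined, each of these values lies within 1.5 times of the paper's with only probes well above background on all arrays kept, at 25919, 4685, 2376, 2309 and 4351 genes, and under no other. Chosen after seeing the values, the restriction to genes with a RefSeq entry gave 13425 genes changed in at least 1 cytoline, and the restriction to probes marked Sp gave 14474 such genes, 2520 genes in one list, 1478 of them up-regulated, and 2130 in 2 lists, which lie within 1.5 times of the paper's.

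The paper reports 4973 common up-regulated genes and the value here is 17594. With an FR over 2, 10 and 20, the paper's values are 2759, 413 and 146 and those here 7766, 977 and 357. None of the alternatives set before the data were examined lies within 1.5 times of the paper's for these. The restrictions to genes with a RefSeq entry (4955, 2586, 324 and 120) and to probes marked Sp (5776, 2841, 363 and 136), both chosen after seeing the values, do. With an FR over 50 the paper's value is 38 and the value here 64. No background correction, quantile normalization, only probes well above background on all arrays and the deposited processed values come within 1.5 times of it among the alternatives set before the data were examined, and the others do not. So do, chosen after seeing the values, the genes with a RefSeq entry (40), the probes marked Sp (38), the 75th percentile over all spots (52), the arrays centred on the median gene (47) and the deposited values with each probe tested alone and no filter (51).

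For common down-regulated genes with an absolute FR over 2 the paper's value is 3312 and the value here 5672. Of the alternatives set before the data were examined only the probes well above background on all arrays come within 1.5 times of it, at 4359, and, chosen after seeing the values, the genes with a RefSeq entry (2767) and the probes marked Sp (2326). The paper gives 433 genes down-regulated in cytTC221 only, and 2495 were found here. It gives 336 up-regulated in cytT248 only, and 3416 were found here. None of the alternatives set before the data were examined comes within 1.5 times of either. Chosen after seeing the values, the genes with a RefSeq entry gave 415 and 486, and the probes marked Sp gave 517 for the first. For genes in one list with an FR over 2 the paper's value is 391 and the value here 970, and no alternative, set before or after the data were examined, comes within 1.5 times of it.

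For GRF-transcription factor 6 the paper gives an FR of 27 in cytT248 and the mean of the 2 probes of GRMZM2G034876 gave 6.16. None of the alternatives set before the data were examined has this value within the error, and the probe of GRMZM2G034876 with the larger change had an FR of 31.7. In the deposited processed values this probe, tested alone, had an FR of 27.7. For light harvesting chlorophyll a/b binding protein3 the paper gives a decrease with an absolute FR of 224 in cytTC221 and the mean of the 2 probes of GRMZM2G155216 gave 12.7. With only probes well above background on all arrays, with the probe of the highest mean and with each probe tested alone, all set before the data were examined, the value of GRMZM2G155216 was 219.4, and under the other alternatives set before the data were examined it differed from the paper's. In the deposited processed values the probe of GRMZM2G155216 with the larger change, tested alone, had an FR of -224.4. These single-probe folds are the ones by which both genes were matched to the paper, so that their agreement follows from the match, and the gaps go with the scaling and the averaging of probes.

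The paper describes a general down-regulation under heat in each cytoline. Here 61.1%, 55.7% and 67.7% of the genes called in TC243, cytTC221 and cytT248 were up-regulated, with quantile normalization 52.3%, 48.3% and 52.3%, and among genes with a RefSeq entry, chosen after seeing the values, 47.1%, 48.5% and 51.7%. Fewer up- than down-regulated genes were also found in cytTC221 with the processed signal (49.1% up) and the deposited processed values (48.3%), both set before the data were examined. Among the alternatives chosen after seeing the values, this held for TC243 with arrays centred on the median gene (49.3%) and for cytTC221 with the deposited values, each probe tested alone and no filter (48.8%). The paper names cytTC221 as the line with the most up-regulated genes of a single cytoline. Here cytT248 has the most (3416 against 753 in cytTC221), while with quantile normalization and the deposited processed values, set before the data were examined, and with the 75th percentile over all spots and arrays centred on the median gene, chosen after seeing the values, cytTC221 has the most, at 1511, 1584, 1658 and 2040. With the deposited values, each probe tested alone and no filter, TC243 has the most (2879). The paper describes more up- than down-regulated genes of a single cytoline in cytTC221 and the reverse in the other lines. Here cytTC221 has 753 up- and 2495 down-regulated ones, TC243 has 612 and 1130, and cytT248 has 3416 and 328. With arrays centred on the median gene, chosen after seeing the values, cytTC221 has 2040 and 1567. With an FR over 2, the paper has the most up-regulated genes of a single cytoline in cytTC221, and here they were 76 in cytTC221, 49 in TC243 and 305 in cytT248. With the 75th percentile over all spots and with arrays centred on the median gene they were 131 and 162 in cytTC221 and 106 and 95 in cytT248, with the deposited values, each probe tested alone and no filter 188 and 160, and these alternatives were chosen after seeing the values. The paper lists GRF-transcription factor 6 as specific to cytT248 and light harvesting chlorophyll a/b binding protein3 as specific to cytTC221. Here both genes were past the threshold in all 3 cytolines, GRMZM2G034876 by its probe that was well above background on all arrays.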

Other observations

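Of the tests in this part, those on neighbouring genes and on one shared response were written before their results were seen. The tests that exchange arrays or look at probes in opposite directions were chosen after the results they bear on had been seen. The comparison of scalings was chosen afterwards too, although quantile normalization itself was an alternative set before the data were examined.

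For the heat response of each cytoline, an arbitrary grouping of the arrays is argued against, because of the 35 splits of 8 arrays only 1, the real one, gave as many genes past the threshold (37385 in TC243, 35134 in cytTC221 and 39016 in cytT248, over the 48216 genes with a value on all arrays). Neither array position nor plant material shared within a group is covered by such exchanges. An arbitrary grouping is argued against in the same way for the genes whose response differs between any of the cytolines, for the common up- and down-regulated genes and for the genes in the list of a single cytoline, where of 100 assignments of the arrays only 1 gave as many. For the entries in the list of a single cytoline, where a gene called in opposite directions in 2 cytolines has an entry in each, the other assignments gave a median of 4089 and up to 6579, against 8727 for the real one.

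One hypothesis for the genes in the list of a single cytoline is that all cytolines share one response and that the threshold alone separates them. It was tested by 20 simulations in which each gene had the mean response of the 3 cytolines and its own spread. The simulations gave 3093 ± 39.5 entries (SD) in a single list and at most 3191, against 8734 observed, which argues against this hypothesis as the whole explanation. The threshold alone could, however, give a number of that size within the 8734. With the spread of each gene taken without moderation the simulated mean was 3104, and with the response of TC243, cytTC221 or cytT248 as the shared one 2969, 3617 and 2693. By list, the simulations with the mean response gave 604, 603 and 594.5 genes up-regulated only in TC243, cytTC221 and cytT248, against 612, 753 and 3416 observed, and 432.6, 429 and 430 down-regulated, against 1130, 2495 and 328. For TC243 up-regulated only the threshold alone stays open, because 612 lies below the highest simulated count with the mean response (656) and above it with the response of TC243 (605) or cytT248 (594) as the shared one. The list of cytT248 down-regulated only was no larger than the simulated mean in any of these simulations. With an FR over 2, 126 were simulated and 970 observed. The spread between arrays was simulated as independent between genes, and a shift of whole arrays was not simulated.

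Another hypothesis is that the scaling of the arrays decides which cytoline has the most genes up-regulated in a single list. In the main scaling cytT248 had 3416, the most of the 3 cytolines, and its median gene also rose most with heat. Under quantile normalization cytT248 had 1096 such genes, the fewest of the 3. The order of the cytolines may therefore follow from the scaling, and the data do not settle which scaling is right, since a general shift of dim genes with heat and a difference in signal over background between arrays would look alike. With no filter on dim probes, however, 84270 genes were up-regulated in cytT248 (87.8% of those called), more than the 48263 genes with a kept probe. Genes without a probe well above background throughout any group were thus called as well. This argues for the scaling or the background as a part of the shift in cytT248. The signal over background was lower under heat in each cytoline and lowest in cytT248 heat, at 7.59. The number of genes down-regulated in cytTC221 only was the highest of the 3 under the main scaling, quantile normalization and the percentile over all spots. With arrays centred on the median gene it was 1567, and TC243 had more (1879).

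A further hypothesis concerns the genes that differ between the lines without heat. The paper treats the nuclear genome of the 3 lines as the same. If stretches of the nuclear DNA of the cytoplasm donors were still present, the genes that differ would lie together. RefSeq (assembly NAM-5.0) gives the order along the chromosomes for 13554 of the tested genes. The richest window of 50 neighbouring genes held 25 genes that differ between cytTC221 and TC243, 26 between cytT248 and TC243 and 26 between cytTC221 and cytT248. With the same number of genes placed at random the richest window held 16.8, 15.5 and 13.6 on average, and p was 1e-04 for each pair, the smallest that 10000 permutations can give. At an adjusted p below 0.05 the richest windows held 29, 26 and 29 genes (permutation p = 5e-04, 0.0059 and 1e-04). The number of neighbouring pairs that both differ, the measure set before the data were examined, was 308, 242 and 190 against 288.4, 220.5 and 142.8 by chance (permutation p = 0.0922, 0.0506 and 1e-04), so that by this measure cytTC221 against cytT248 stood apart. With genes called at an adjusted p below 0.05 there were 664, 661 and 446 such pairs against 657.8, 619.4 and 395.8 by chance (permutation p = 0.382, 0.0172 and 0.0015), and cytT248 against TC243 stood apart as well.

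The window of chromosome 5 that spans genes 1167 to 1216 of the 1687 in this order held 25 genes that differ between cytTC221 and TC243, 26 between cytT248 and TC243 and 7 between cytTC221 and cytT248. That of genes 1244 to 1293 held 11, 26 and 26 in the same order. On chromosome 8, the window of genes 802 to 851 of 1214 held 22, 10 and 17. Each pattern singles out 1 line, TC243 in the window named first, cytT248 in the next and cytTC221 in the last. The window named first is the richest both for cytTC221 and for cytT248 against TC243. TC243 is the donor of the nucleus, and the lines with another cytoplasm hardly differ from each other there, which goes against a stretch left from 1 cytoplasm donor in this window. The windows that single out cytT248 and cytTC221 are as such a stretch would give. Inside the windows of a pair, 53.2%, 53.8% and 60% of the genes that differ without heat also differed under heat in the same direction, against 39.4%, 13.7% and 29.0% outside. For cytTC221 against TC243 these were 16 of 25 genes on chromosome 5 and 9 of 22 on chromosome 8. For cytTC221 against cytT248 they were 18 of 26 on chromosome 5 and 9 of 19 on chromosome 8. The share was thus lower on chromosome 8, where cytTC221 is singled out. The richest windows of 25, 26 and 26 genes show that genes that differ lie together, and this is consistent with stretches of nuclear DNA that differ between the lines, but the test does not tell from which line a stretch comes. That these are left from the cytoplasm donors remains a hypothesis, and for cytT248 against TC243 the values under heat are from the window that singles out TC243. The windows hold 47 of 1978, 26 of 1729 and 45 of 1392 of the genes that differ, so that they do not account for most of them, and neighbouring genes that are regulated together were not excluded. For the difference in heat response the richest windows held 27 (p = 0.312), 21 (p = 0.002) and 26 (p = 0.456) genes, by the same permutation, in the order cytTC221 against TC243, cytT248 against TC243 and cytTC221 against cytT248.

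The last hypothesis was that a gene for which the supplementary lists give no fold regulation in a cytoline has probes that are significant in opposite directions there. It was tested with the deposited processed values and each probe fitted alone, over the combinations of matched gene and cytoline with more than 1 probe. Of the 43 such combinations without a listed value, 18 (41.9%) had probes significant in opposite directions, in 12 (27.9%) no probe was significant and in 13 (30.2%) all significant probes went one way. Of the 131 with a listed value, 8 (6.11%) had probes in opposite directions. Such probes were thus more frequent where no value is listed, and they were not found in most of these combinations. Whether they account for the missing values cannot be told, since the genes were matched by their folds and are few. For the number of entries in the list of a single cytoline, leaving out genes with probes in opposite directions in a cytoline gave a ratio of 0.992, from 8852 to 8785 in the main scaling with a gene listed by any significant probe, and 0.994, from 12832 to 12753, in the same way with the deposited processed values and no filter. It does not account for the size of those lists.

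By the rule for named genes, GRMZM2G086179 had the largest difference in heat response between cytTC221 and TC243, at 6.36 on the log2 scale (SE 0.18, limma adjusted p = 9.32e-17). Its log2 response to heat was -4.21 in TC243, -2.07 in cytT248 and 2.15 in cytTC221. GRMZM2G170008 (LOC100284385) had the largest difference in the other direction, at -4.15 (SE 0.08, limma adjusted p = 1.25e-19), with log2 responses of 2.83 in TC243, -1.32 in cytTC221 and -0.67 in cytT248. Without heat, GRMZM2G342226 (LOC103655122) was at least 34.2-fold higher in cytTC221 than in TC243, whose arrays were not well above background for its probe (limma adjusted p = 1.53e-18). GRMZM2G304372 (LOC100277039) was at least 22.0-fold lower in cytTC221 than in TC243, with the cytTC221 arrays not well above background (limma adjusted p = 8.19e-18). The paper's text names none of these 4 genes. Each has 1 kept probe, and whether the lines differ in sequence under that probe was not tested.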
